# Amnion signals are essential for mesoderm formation in primates

**DOI:** 10.1038/s41467-021-25186-2

**Published:** 2021-08-26

**Authors:** Ran Yang, Alexander Goedel, Yu Kang, Chenyang Si, Chu Chu, Yi Zheng, Zhenzhen Chen, Peter J. Gruber, Yao Xiao, Chikai Zhou, Nevin Witman, Elif Eroglu, Chuen-Yan Leung, Yongchang Chen, Jianping Fu, Weizhi Ji, Fredrik Lanner, Yuyu Niu, Kenneth R. Chien

**Keywords:** Embryology, Mesoderm, Stem-cell differentiation

## Abstract

Embryonic development is largely conserved among mammals. However, certain genes show divergent functions. By generating a transcriptional atlas containing >30,000 cells from post-implantation non-human primate embryos, we uncover that *ISL1*, a gene with a well-established role in cardiogenesis, controls a gene regulatory network in primate amnion. CRISPR/Cas9-targeting of *ISL1* results in non-human primate embryos which do not yield viable offspring, demonstrating that *ISL1* is critically required in primate embryogenesis. On a cellular level, mutant *ISL1* embryos display a failure in mesoderm formation due to reduced BMP4 signaling from the amnion. Via loss of function and rescue studies in human embryonic stem cells we confirm a similar role of *ISL1* in human in vitro derived amnion. This study highlights the importance of the amnion as a signaling center during primate mesoderm formation and demonstrates the potential of in vitro primate model systems to dissect the genetics of early human embryonic development.

## Abstract (web summary)

Human and murine embryonic development has disparities, highlighting the need for primate systems. Here, the authors construct a post-implantation transcriptional atlas from non-human primate embryos and show ISL1 controls a gene regulatory network in the amnion required for mesoderm formation.

## Introduction

Studies in genetically modified model organisms, in particular the mouse, have allowed us to investigate mammalian embryonic development in astonishing detail and have laid the foundations to understanding human development. However, in certain cases, the phenotype observed in knockout mouse models differs from observations in human cohorts. The LIM-domain transcription factor *ISL1* has a well-established role in mammalian cardiac development and is expressed in multipotent cardiovascular progenitor cells in mice^1–3^ and humans^4,5^. In line with this, *Isl1* loss-of-function mice have severe cardiac defects leading to embryonic lethality at embryonic day 10.5 (E10.5)^6,7^. Despite its established role in heart development, loss-of-function variants in the *ISL1* locus have rarely been associated with cardiac defects in humans and are underrepresented in large human cohorts of congenital heart malformations like the Pediatric Cardiac Genomics Consortium (PCGC)^8,9^. In detail, among the 23,000 alleles reported in the PCGC cohort, 112 *ISL1* variants have been identified, none of which were damaging de novo mutations^8,9^. Based on this low frequency of damaging *ISL1* variants, we hypothesize that *ISL1* has an alternative, essential requirement during early primate embryogenesis.

Studies of in vitro cultured human embryos have shown that *ISL1* is not expressed in the preimplantation blastocyst^10^. One of the key steps during mammalian development following implantation is the formation of the three primary germ layers. This occurs in a complex process termed gastrulation where cells from the columnar-shaped epiblast undergo epithelial-to-mesenchymal transition and move ventrally and anteriorly to form the mesodermal cells^11–13^. It is believed that improper gastrulation occurs frequently in human embryos and accounts for a significant proportion of early miscarriages in the human population.

The tight regulatory network governing this process has been well studied during murine embryonic development^11,14^, but is largely elusive in humans. Recently, two publications on cynomolgus embryogenesis^15,16^ and one publication on human embryogenesis^17^ have created a framework of this developmental time window in primates and characterized the major cell populations involved in gastrulation. However, their interplay and the transcriptional networks guiding this essential step remain unknown.

Here, we created a high-resolution map of the peri-gastrulation development of non-human primate (NHP) embryogenesis, which we made accessible through an online resource reachable at http://www.nhp-embryo.net. We identify an *ISL1*-dependent gene regulatory network (GRN) that is specifically active in the amnion. Disturbance of this network in NHP embryos by CRIPSR/Cas9-mediated gene editing of *ISL1* led to embryonic lethality due to significant downregulation of bone morphogenetic protein 4 (BMP4) signaling from the amnion and subsequent failure to form mesoderm. We confirmed these findings in a microfluidic-based embryonic sac model of amnion–epiblast interactions using *ISL1*-null human embryonic stem cells (hESCs) suggesting that these findings also apply to humans. Taken together, this study demonstrates a primate-specific role of *ISL1* in early embryogenesis and shows that signals from the amnion are indispensable for mesoderm formation in primate embryos.

## Results

### Loss of *ISL1* leads to embryonic lethality

To assess whether *ISL1* plays a functional role in primate embryogenesis, we generated *ISL1* mutant NHP embryos through one-cell stage CRISPR/Cas9 injections with two guide RNAs (gRNAs) designed to create a long deletion in the *ISL1* locus (Supplementary Fig. 1a). PCR-based genotyping of the mutant embryos showed 100% editing efficiency (Supplementary Fig. 1a). However, within each embryo, we observed the presence of indels of different sizes in the targeted region of the *ISL1* locus (Supplementary Fig. 1a).

Most of the indels (81–98%) were large deletions causing a frameshift. With low frequency (2–19%), we observed in-frame 9 bp deletions resulting in a loss of the first three amino acids from the N terminus (Supplementary Fig. 1a). Single-cell genotyping confirmed the mosaic pattern on the cellular level with most of the cells (>95%) carrying frameshift mutations in the *ISL1* locus (Supplementary Fig. 1b). We did not find any alterations in selected off-targets from the in silico prediction^18^ (Supplementary Fig. 1c).

After transfer, the pregnancy rate per NHP surrogate mother as assessed by ultrasound imaging from 4 weeks of gestation was 0% with *ISL1* targeted embryos as compared to 58.3% with wild-type embryos (Supplementary Fig. 1d, e). Transfer of embryos that were targeted with an injection of only a single gRNA, leading to a slightly lower mutation rate, resulted in a pregnancy rate of 28.6% (Supplementary Fig. 1e). Strikingly, genotyping of all four fetuses from this experiment showed an unmodified *ISL1* locus on both alleles, confirming the suspected early requirement of *ISL1* for proper embryonic development.

### Single-cell map of postimplantation NHP embryos

To map the expression of *ISL1* in the early embryo, we created a high-resolution transcriptomic atlas by single-cell RNA (scRNA) sequencing of 12 in vitro cultured cynomolgus macaque embryos at three different time points (Day 10, Day 12, and Day 14) (Fig. 1a). 

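The cells of the 12 embryos were captured in 6 droplet libraries, 2 for each day, which pooled between 1 and 3 embryos each. In such a library every captured transcript carries a unique molecular identifier (UMI), so that a count stands for molecules and not for PCR copies. The authors counted UMIs per gene with Cell Ranger, subtracted free RNA with SoupX and deposited the corrected counts of 19367 genes, with the uncorrected counts beside them. The corrected counts were used here, and no further cell was removed. Between 36654977 and 164808415 UMIs per library were counted on genes, with a median of 45325958 over the 6 libraries. The correction had removed between 0.196% and 2.98% of the UMIs of a library. The supplementary tables pair 1023 of the 19367 gene identifiers with a symbol, ISL1 with ENSMFAG00000035949 among them. ETS1, FOXF1, PDGFRA, PODXL and SOX2 have no pair there and were not analysed here. No deposited file assigns the cells to types, so the cells of each day were clustered anew with the steps of the methods (reciprocal PCA integration, 5000 features, 30 dimensions, neighbours on the UMAP embedding) at a resolution of 0.8. The genes whose levels are reported were left out of the clustering. Clusters were named from lists of other marker genes, such as POU5F1 and L1TD1 for epiblast and its derivatives (Epi-derived), COL3A1 and HGF for ExE-Mech, APOA1 and TTR for endoderm and CGA and PGF for trophoblast, and are called Epi-like, ExE-Mech-like and so on. The rule that turns marker levels into names was rewritten after clusters had been seen, and all 4 versions of it were run. A library, not a cell, was taken as the replicate. UMIs were therefore summed over the cells of a type in each library, libraries with under 5 cells of the type were left out, and the sums were compared with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, two-sided, at a false discovery rate of 1%. Levels are given as CPM, that is UMIs of a gene scaled to the same total for every sample. Intervals on shares are exact binomial intervals and cover counting error only.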

7194 cells passing quality control (Supplementary Fig. 2) were embedded for each day separately in low-dimensional space (Fig. 1b and Supplementary Fig. 3a). 

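The deposited matrix holds 1328 of these cells from Day 10, 1306 from Day 12 and 4560 from Day 14. At Day 10, the library of 2 embryos had 658 cells with a median of 61063.5 UMIs per cell, and the library of 3 embryos 670 cells with a median of 93118.5 UMIs per cell. At Day 12, the library of 1 embryo had 325 cells with a median of 142180 UMIs per cell, and the library of 2 embryos 981 cells with a median of 38687 UMIs per cell. At Day 14, both libraries came from 2 embryos, and they had 3176 cells with a median of 47802.5 UMIs per cell and 1384 cells with a median of 24720 UMIs per cell. Scrublet, run on each library with an expected rate of 6%, marked between 0% and 1.95% of the wild-type cells as doublets, and these cells were kept.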

In line with previous results^15,16^, the cells grouped into four main cell types, namely trophoblast, endoderm, and epiblast with its derivatives and extraembryonic mesenchyme (ExE-Mech) (Fig. 1b, c and Supplementary Data 1). 

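Trophoblast-like cells made up 68.1% (95% interval 64.4% to 71.6%) and 61.5% (57.7% to 65.2%) of the cells of the Day 10 libraries, 90.8% (87.1% to 93.7%) and 62.6% (59.5% to 65.6%) at Day 12, and 74.0% (72.4% to 75.5%) and 63.6% (61.0% to 66.1%) at Day 14. Endoderm-like cells accounted for 6.69% (4.90% to 8.87%) and 3.13% (1.95% to 4.75%) at Day 10, 4.92% (2.84% to 7.87%) and 1.94% (1.17% to 3.01%) at Day 12, and 1.48% (1.09% to 1.96%) and 2.53% (1.77% to 3.50%) at Day 14. The intervals of the 2 Day 12 libraries do not overlap for trophoblast-like cells, so these libraries differed by more than counting error. Clusters that lacked the markers for a name at this level and stayed out of the Epi-derived class held 0.283% of the cells (9 cells) of 1 Day 14 library and no cell of the other 5 libraries.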

Integration of our dataset with a published scRNA-sequencing dataset of in vivo cynomolgus embryos^19^ (Supplementary Fig. 3b, c) revealed a striking difference in the transcriptomic profile between early (Day 10 + E08/E09) and late (Day 12/Day 14 + E13/E14) epiblast, reflecting the transition from a naive to a primed state, which has been suggested before to happen during this time window^20^. Indeed, a published gene signature of naive hESCs^21^ was highly enriched in the early peri-implantation epiblast at Day 10, while genes belonging to the primed hESCs signature were enriched in the late epiblast at Days 12 and 14 (Supplementary Fig. 3c, d). Aligning cells from the early and late peri-implantation epiblast in pseudotime disclosed a set of differentially regulated genes that formed two distinct clusters based on their expression dynamics (Supplementary Fig. 3e). Genes previously associated with a naive state^20–22^, including *DNMT3L*, *KHDC1L*, *NLRP7*, *OOEP*, and *DPP4* were significantly downregulated over pseudotime (Supplementary Fig. 3f and Supplementary Data 2). In contrast, genes associated with a primed state^22–24^, including *CD24*, *CRABP2*, *SFRP1*, *USP44*, and *VCAN*, showed strong upregulation (Supplementary Fig. 3f and Supplementary Data 2). This expression pattern was observed in cells from our dataset as well as in cells from the in vivo dataset, suggesting that the naive to primed transition happening in vivo can faithfully be recapitulated in in vitro cultured embryos.

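Epi-like cells were compared between Day 10 (109 and 167 cells in the 2 libraries) and the mean of Day 12 (14 and 69 cells) and Day 14 (192 and 21 cells). Of 10227 genes tested, 50 passed the threshold, 41 of them lower and 9 higher on the later days. KHDC1L (ENSMFAG00000034121) stood at 582 and 617 CPM at Day 10, 45.6 and 78.6 at Day 12 and 5.42 and 3.63 at Day 14, a log2 fold change of -5.04 (standard error 0.27, edgeR adjusted p = 8.1e-05). NLRP7 changed by -3.36 on the log2 scale (standard error 0.29, edgeR adjusted p = 0.00100) and OOEP by -2.47 (standard error 0.31, edgeR adjusted p = 0.00523). DNMT3L (-2.31, edgeR adjusted p = 0.0142) and DPP4 (-3.58, edgeR adjusted p = 0.0222) fell without passing the threshold over all genes. All 5 genes were lower in each of the 4 later libraries than in both Day 10 libraries. The count of 50 genes rested on single libraries. It was 0 without Day 14 replicate 1, 9 without Day 14 replicate 2, 19 without Day 10 replicate 2, 77 without Day 12 replicate 2 and 91 without Day 12 replicate 1. Of the alternatives in processing, leaving out the low-count filter moved it most, to 480 genes, and clusters built without integration gave 0.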

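In the same comparison VCAN (ENSMFAG00000032675) rose from 3.43 and 2.26 CPM at Day 10 to 53.2 and 32.7 CPM at Day 14, with a log2 fold change of 4.04 over both later days (standard error 0.37, edgeR adjusted p = 0.00145). CRABP2 rose by 2.60 (standard error 0.27, edgeR adjusted p = 0.00317). The changes of SFRP1 (3.03, edgeR adjusted p = 0.0666), CD24 (1.15, 0.0666) and USP44 (0.92, 0.127) did not pass the threshold over all genes. Each of the 5 genes was higher in the 4 later libraries than in both Day 10 libraries. Adjusted over the list alone, all 10 naive and primed genes named by the paper passed a false discovery rate of 1%, against 5 when adjusted over all genes tested. The study picked these genes on the same cells, so the count over the list is not independent evidence.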

**Fig. 1:**
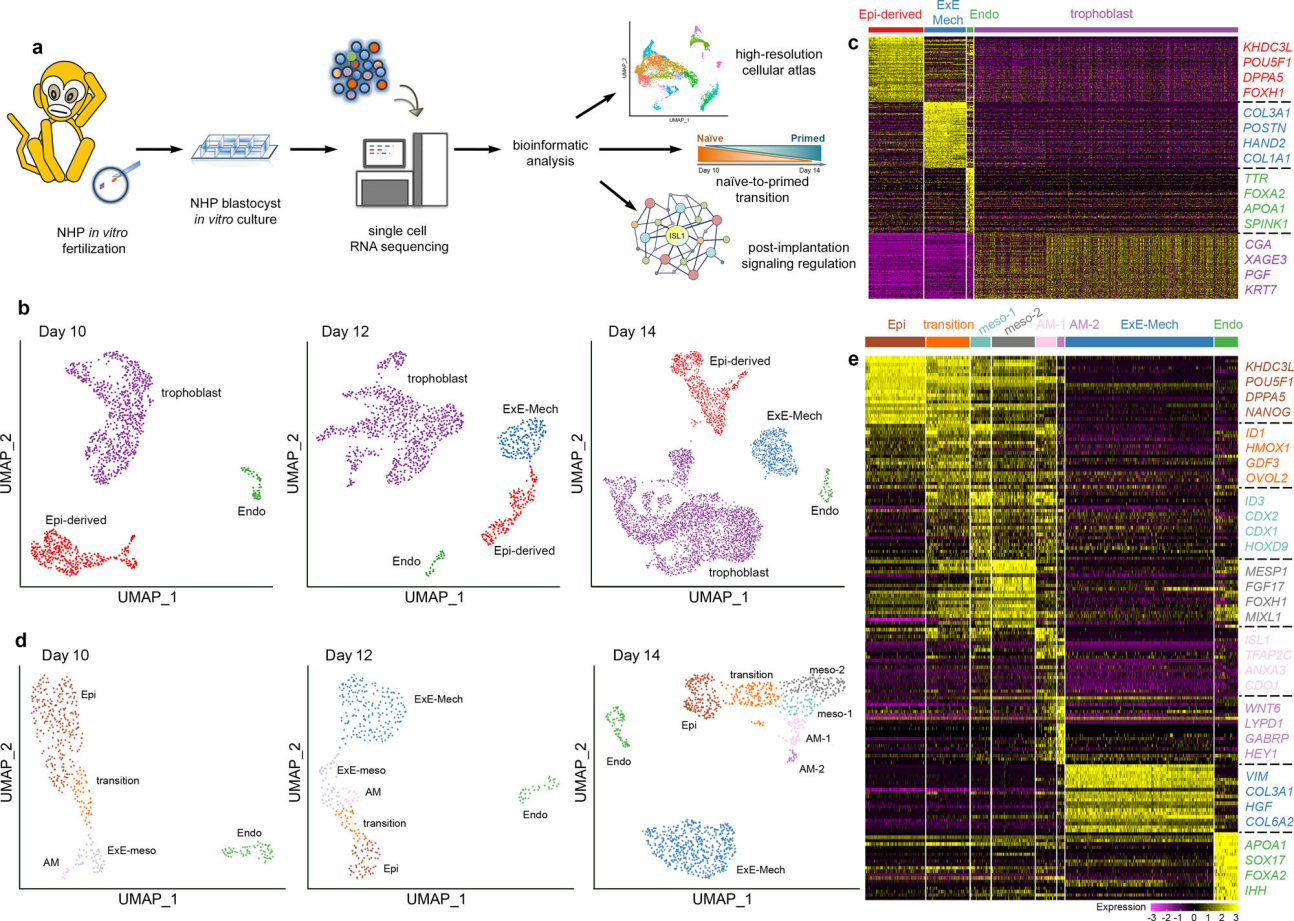
High-resolution transcriptomic map of peri-gastrulation events in wild-type in vitro cultured NHP embryos. See also Supplementary Figs. 1–5 and Supplementary Data 1–3. **a** Scheme of the workflow. **b** UMAP plot of all cells from the in vitro cultured embryos at the different time points (Days 10, 12, and 14) colored by cell type. **c** Heatmap showing the scaled expression at Days 14 of 100 differentially expressed genes (DEGs) for each cell type identified in (**b**) selected by false discovery rate. **d** UMAP plot of cells from the in vitro cultured embryos at the different time points (Days 10, 12, and 14) mapping to the Epi and its derivatives, Endo and ExE-Mech colored by cell type. **e** Heatmap showing the scaled expression at Days 14 of 20 DEGs for each cell type identified in (**d**) selected by false discovery rate. Epi-derived epiblast and epiblast-derived cells, ExE-Mech extraembryonic mesenchyme, Endo endoderm, Epi epiblast, ExE-meso extraembryonic mesoderm, AM amnion, AM-1 amnion 1, AM-2 amnion 2, meso-1 mesoderm 1, meso-2 mesoderm 2.

### Epiblast-derived cell populations in the NHP embryo

Taking advantage of our high-resolution scRNA map, we next investigated the appearance of epiblast-derived cell populations (Fig. 1d, e, Supplementary Fig. 4a, and Supplementary Data 1). 

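Mesoderm-like cells, named from markers such as FOXH1, RSPO3 and HAS2, numbered 18 of 166 Epi-derived cells in one Day 10 library and 7 of 237 in the other. These are 10.8% (95% interval 6.55% to 16.6%) and 2.95% (95% interval 1.20% to 5.99%) of the Epi-derived cells. In clusters of wild-type and mutant cells together they were 24 of 166 and 26 of 233, or 14.5% (95% interval 9.49% to 20.7%) and 11.2% (95% interval 7.42% to 15.9%). MIXL1 and MESP1 (ENSMFAG00000045799) were not used to form or name the clusters. MIXL1 (ENSMFAG00000027604) stood at 167 and 316 CPM in mesoderm-like cells, above the mean of the other types (edgeR adjusted p = 1.4e-04, library as a block). MESP1 stood at 177 and 1079.8 CPM, 6.61 above that mean (standard error 0.45, edgeR adjusted p = 2.0e-05). Epi-like cells had 4.21 and 3.66 CPM of MIXL1, while endoderm-like cells had 127 and 331 CPM, 3.06 above the mean of the other types (edgeR adjusted p = 1.6e-05).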

Embryos at Day 10 consisted of a relatively large-cell population expressing genes typical of a mesodermal signature such as *MIXL1* and *MESP1* (Supplementary Fig. 4b), which were previously annotated as early gastrulating cells^15^. However, in addition to their mesodermal signature, these cells show high expression of the transcription factor *ETS1* and the cell adhesion protein *PODXL* (Supplementary Fig. 4c), which mark extraembryonic mesoderm in mice^25^, while showing low levels of expression of the receptor tyrosine kinase *EPHA4* or the transcription factor *ZIC3* (Supplementary Fig. 4d) expressed preferentially by murine embryonic mesoderm^25^. This suggests that the epiblast-derived mesodermal-like cells present in Day 10 embryos are likely extraembryonic mesoderm, which seem to appear prior to gastrulation.

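EPHA4 (ENSMFAG00000037109) gave 5 UMIs in the mesoderm-like cells of each Day 10 library, or 3.88 and 6.94 CPM. This level did not differ from the mean of the other types (log2 difference 0.75, standard error 0.78, edgeR adjusted p = 0.572). Endoderm-like cells had 27.9 and 30.9 CPM of EPHA4, 4.03 above the mean of the other types (standard error 0.43, edgeR adjusted p = 5.2e-05).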

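No ExE-Mech-like cluster formed at Day 10, with 0 of 658 and 0 of 670 cells. Counting error alone allows a share of up to 0.456% and 0.448%. Names went to whole clusters, however, so a few such cells could be missed, and these limits do not bound the share. In clusters of both genotypes together, 12.3% and 9.70% of the cells of these libraries stayed unnamed. ExE-Mech-like cells were named from genes such as COL3A1, COL1A1 and HGF. At Day 12 they were 0 of 325 cells in the library of 1 embryo, where counting error alone allows up to 0.923%. In the library of 2 embryos they were 191 of 981 cells, 19.5% (95% interval 17.0% to 22.1%). At Day 14 they were 164 of 3176 cells, 5.16% (95% interval 4.42% to 5.99%), and 356 of 1384 cells, 25.7% (95% interval 23.4% to 28.1%).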

ExE-Mech, a cell population that contributes to a number of extraembryonic tissues in primates^19,26–28^, was first present in Day 12 embryos (Fig. 1d). The close proximity of extraembryonic mesoderm and mesenchyme in the Uniform Manifold Approximation and Projection (UMAP) plot (Fig. 1d), as well as a shared expression of genes such as *PODXL* and *ETS1* (Supplementary Fig. 4e), advocate that extraembryonic mesoderm develops into ExE-Mech. The large increase in cell number in the ExE-Mech over a few days and shared expression of genes with cells in the endoderm including *PITX1*, *LUM*, and *NID2* at Day 12 (Supplementary Fig. 4f) as well as Day 14 (Supplementary Fig. 4g) could indicate that this cell population gets additional contributions from the endoderm as previously suggested^29^.

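At Day 12, PITX1 (ENSMFAG00000046102) stood at 1199.9 CPM in the ExE-Mech-like cells of the 1 library that held them and at 110.4 and 175 CPM in endoderm-like cells (16 and 19 cells). It was 5.93 above the mean of the other types on the log2 scale in the former, without a spread between replicates, and 2.36 in the latter (edgeR adjusted p = 4.9e-04). Mesoderm-like cells of that library had 131 CPM of PITX1. LUM (ENSMFAG00000036088) stood at 134 CPM in ExE-Mech-like cells and at 81.0 and 104 CPM in endoderm-like cells, and it gave at most 1 UMI in any other Day 12 type. NID2 (ENSMFAG00000036323) stood at 189.7 CPM in ExE-Mech-like cells and at 535 and 590.0 CPM in endoderm-like cells, and below 5 CPM in the others. At Day 14, PITX1 was 7.29 above the mean of the other types in ExE-Mech-like cells (standard error 0.24, edgeR adjusted p = 4.3e-11) and 3.34 in endoderm-like cells (standard error 0.32, edgeR adjusted p = 1.5e-06). NID2 was 5.28 and 5.37 above it (edgeR adjusted p = 2.0e-06 and 2.8e-06). The order of these types for LUM at Day 14 differed between the libraries, with 40.4 and 664 CPM in ExE-Mech-like cells and 558 and 5.42 CPM in endoderm-like cells of replicate 1 and replicate 2.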

In Day 14 embryos, we identified two clusters of embryonic mesoderm cells (Fig. 1d, e). 

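Clusters of the wild-type cells alone held 1 mesoderm-like cluster at Day 14, of 151 cells in replicate 1 and 6 cells in replicate 2, whose markers were those of meso-2. A pair of further Epi-derived clusters, of 102 and 41 cells and of 61 and 36 cells in the 2 replicates, had too few markers of any one type to be named. In clusters built from wild-type and mutant cells together, meso-1-like cells numbered 67 and 24 and meso-2-like cells 97 and 5 in the 2 wild-type libraries. With the genes reported kept for clustering, the wild-type cells alone gave 71 and 22 meso-1-like and 141 and 4 meso-2-like cells.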

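The meso-1-like and meso-2-like cells of the joint clusters were compared within each wild-type library. CDX1 (ENSMFAG00000028943) was higher in meso-1-like cells by 1.72 on the log2 scale (standard error 0.19), CDX4 by 1.59 (standard error 0.25) and CDX2 by 0.99 (standard error 0.17, edgeR adjusted p = 1.0e-06). MESP1 differed by -2.49 (standard error 0.17) and stood at 339 and 60.5 CPM in meso-1-like and 1429 and 659 CPM in meso-2-like cells. GSC gave 470 UMIs in the meso-2-like cells of replicate 1, 5 in its meso-1-like cells and none in either type of replicate 2, which held 5 meso-2-like cells, and it was not in the test. Of 8230 genes tested, 293 passed the threshold, 178 higher in meso-1-like and 115 higher in meso-2-like cells. With 2 libraries this fit leaves 1 residual degree of freedom per gene, and without the library as a block only 1 gene passed, neither a CDX gene nor MESP1 keeping its call. With DESeq2 and the block kept, 30 genes passed, CDX1 and MESP1 among them, while CDX2 (DESeq2 adjusted p = 0.237) and CDX4 (0.0159) lost their call.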

Cells in cluster mesoderm 1 (meso-1) preferentially expressed members of the caudal gene family *CDX1*, *CDX2*, and *CDX4*, while cells in the cluster mesoderm 2 (meso-2) were expressing relatively higher levels of *MESP1* and *GSC* (Supplementary Fig. 4h, i). 

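In the clusters of wild-type cells alone at Day 14, TBXT (ENSMFAG00000030026) gave 101 UMIs and 1 UMI in mesoderm-like cells of the 2 libraries, or 13.8 and 7.41 CPM, and 0 UMIs in Epi-like and ExE-Mech-like cells. It also gave 33 and 0 UMIs and 24 and 4 UMIs in the pair of unnamed Epi-derived clusters, 4 and 0 in amnion-like cells, 2 and 0 in endoderm-like cells and 3 and 0 in trophoblast-like cells. MESP1 stood at 1051 and 653 CPM in mesoderm-like cells, 7.30 above the mean of the other types on the log2 scale (standard error 0.33, edgeR adjusted p = 1.3e-08). Amnion-like cells had 88.2 and 0 CPM of MESP1, 2.75 above that mean (edgeR adjusted p = 0.00177), but fell by 3.50 below it in clusters of wild-type and mutant cells together. MIXL1 stood at 821 and 252 CPM in mesoderm-like cells, 5.28 above the mean (edgeR adjusted p = 6.8e-08), and at 44.5 and 43.3 CPM in endoderm-like cells. The unnamed clusters held 219 and 35.9 CPM and 259 and 71.9 CPM of MIXL1. HAND1 (ENSMFAG00000000456) lay above the mean of the other types by 3.34 in mesoderm-like cells (standard error 0.29, edgeR adjusted p = 5.8e-06), by 3.21 in ExE-Mech-like cells (edgeR adjusted p = 4.9e-07) and by 5.06 in amnion-like cells (edgeR adjusted p = 3.2e-08).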

Several mesodermal marker genes such as *TBXT*, *MESP1*, and *MIXL1* were exclusively expressed in cells of the embryonic mesoderm clusters, while others including *FOXF1*, *PDGFRA*, and *HAND1* showed shared expression with the ExE-Mech (Supplementary Fig. 4i–k). Transition cells found in Day 10, 12, and 14 embryos shared expression of genes with cells in the mesodermal as well as epiblast clusters most likely resembling epiblast cells in the process of differentiation towards mesoderm (Fig. 1d, e).

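Transition-like cells were named from genes such as HMOX1 and GDF3. With wild-type cells clustered alone, only the Day 10 libraries held at least 5 of them, with 29 and 32 cells. In clusters of wild-type and mutant cells together, they numbered 28 and 30 in the wild-type Day 10 libraries. In those clusters the wild-type Day 12 library of 2 embryos held 34, and the Day 14 libraries 149 and 41. The 14 Epi-derived cells of the other Day 12 library stayed unnamed in these clusters. At Day 14, MIXL1 stood at 494 and 36.2 CPM in transition-like cells, against 3.91 and 1.77 in Epi-like and 557 and 128 in mesoderm-like cells of the same libraries. MESP1 stood at 66.8 and 8.04 CPM in transition-like cells, and EOMES at 40.3 and 19.1 CPM.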

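Among the wild-type cells clustered alone, no amnion-like cluster formed at Day 10. With the mutant cells added, 3 and 8 wild-type Day 10 cells fell into an amnion-like cluster named from genes such as TFAP2A and ANXA3. WNT6 (ENSMFAG00000043502) gave 18 and 11 UMIs in all Epi-derived cells of the 2 Day 10 libraries, or 1.80 and 0.453 CPM, and 35 UMIs in the trophoblast-like cells of each, or 1.08 and 0.813 CPM. ISL1 gave 35 and 57 UMIs in the Epi-derived cells, or 3.49 and 2.35 CPM, and stood at 11.0 and 11.8 CPM in endoderm-like cells. At Day 12, 44 amnion-like cells were found in 1 of the 2 libraries, the one of 2 embryos. They gave 125 UMIs of ISL1 (96.1 CPM) and 10 UMIs of WNT6 (7.69 CPM), while the mesoderm-like cells of that library had 27.0 CPM of ISL1 and no UMI of WNT6. ISL1 was 3.61 above the mean of the other Day 12 types on the log2 scale, from 1 library and thus without a spread between replicates.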

Cells expressing amnion marker genes such as *WNT6*^15,30^ alongside with *ISL1* were found as early as Day 10, and also at Day 12 (Fig. 1d and Supplementary Fig. 5a, b). In the Day 14 embryo, two clusters showed a gene expression profile consistent with amnion cells^15,30^ and were labeled as AM-1 and AM-2 (Fig. 1d, e and Supplementary Fig. 5c). Of the identified marker genes, *WNT6*, *GABRP*, and *ISL1* showed specific expression in amnion cells, while *HEY1* was also expressed in subpopulations of the trophoblast (Supplementary Fig. 5d). 

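At Day 14, 51 and 8 wild-type cells were amnion-like. ISL1 stood at 128 and 287 CPM in these cells, 5.72 above the mean of the other types on the log2 scale (standard error 0.44, edgeR adjusted p = 1.7e-06). Elsewhere ISL1 reached 89.0 CPM in an unnamed Epi-derived cluster of replicate 2 (7.70 CPM in replicate 1) and 10.8 CPM in endoderm-like cells. WNT6 stood at 66.7 and 61.2 CPM in amnion-like cells, from 90 and 10 UMIs. It gave 0 UMIs in Epi-like, ExE-Mech-like and endoderm-like cells and 0.723 and 0.470 CPM in trophoblast-like cells. In clusters of both genotypes together, on uncorrected counts, wild-type mesoderm-like cells also held 28 and 5 UMIs of WNT6. These are 3.50 and 6.84 CPM, against 69.3 and 26.3 CPM in the amnion-like cells of those clusters. GABRP (ENSMFAG00000003571) gave 90 and 2 UMIs in amnion-like cells, or 66.7 and 12.2 CPM, and 0.127 and 0.744 CPM in trophoblast-like cells. HEY1 (ENSMFAG00000039491) was 4.46 above the mean of the other types in amnion-like cells (standard error 0.52, edgeR adjusted p = 7.6e-05) and 1.36 in trophoblast-like cells (standard error 0.55, edgeR adjusted p = 0.0562), where it stood at 9.84 and 30.5 CPM. At Day 12, HEY1 was 1.79 above the mean in trophoblast-like cells (edgeR adjusted p = 0.00430). From the expression of ISL1 in amnion and from an ISL1-dependent regulatory network that it finds active there (Fig. 2d), the paper states that ISL1 is a specific marker of amniotic cells in primates and proposes that it could matter for their function.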

Across all time points, amnion cells showed no expression of the pluripotency marker *SOX2*^22^ (Supplementary Fig. 5a–c). 

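GABRP gave 1 and 2 UMIs in the Epi-derived cells of the Day 10 libraries, and 0 and 1 at Day 12, where the 44 amnion-like cells held that 1 UMI. Trophoblast-like cells gave 8 and 42 UMIs of GABRP at Day 10, or 0.247 and 0.975 CPM, and 13 and 22 at Day 12. In the 8 amnion-like cells of a Day 10 library in clusters of wild-type and mutant cells together, WNT6 lay 5.02 and ISL1 2.57 above the mean of the other types on the log2 scale. These differences rest on 1 library, which gives no spread between replicates.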

Some amnion-specific genes, in particular *WNT6*, showed restricted expression in amnion cells from early stages onward, while others such as *GABRP* were only expressed at Day 14 (Supplementary Fig. 5a–c). 

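No AM-2-like cluster, named from genes such as TSPAN2, KRT19 and CA12, formed among the wild-type cells of Day 10 (166 and 237 Epi-derived cells) or Day 12 (14 and 157). At Day 14, 23 and 2 cells were AM-2-like and 28 and 6 were AM-1-like. GABRP gave 85 UMIs and 1 UMI in AM-2-like cells, or 117 and 24.3 CPM, and 5 and 1 in AM-1-like cells, or 8.00 and 8.17 CPM. The AM-2-like class thus rests on 1 library, and with so few Epi-derived cells at Day 12 a rare class would be missed there.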

Notably, the latter is a specific marker for the AM-2 population, which seems to be absent from the early embryo.

To identify the defining features of the two different amnion populations, differential gene expression analysis followed by STRING network analysis between AM-1 and AM-2 was performed. Cells in AM-1 expressed higher levels of genes associated with pluripotency such as *DPPA5* and *KHDC3L*, several HOX genes such as *HOXD4*, *HOXA5*, *HOXB6*, and *HOXB9*, as well as members of the caudal gene family such as *CDX1* and *CDX2* (Supplementary Data 3). 

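Since replicate 2 held 2 AM-2-like cells, AM-1-like cells of both libraries (28 and 6 cells) were compared with the AM-2-like cells of replicate 1 (23 cells), without the library as a block, and the lone AM-2-like sample is taken to vary like the AM-1-like ones. CDX1 differed by -5.09 on the log2 scale in AM-2-like against AM-1-like cells (standard error 0.71, edgeR adjusted p = 8.3e-04). CDX2 (-3.68, edgeR adjusted p = 0.0163), DPPA5 (-3.39, 0.0198), KHDC3L (-3.80, 0.0707) and HOXB6 (-5.50, 0.0745) were lower in AM-2-like cells without passing the threshold. BMP4 and ISL1 did not differ, with 0.47 and 0.53 (edgeR adjusted p = 0.998 for both).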

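In that comparison 15 of 6259 genes passed the threshold, 14 of them higher in AM-2-like cells, and 410 had an unadjusted p under 0.05. GABRP was higher in AM-2-like cells by 3.78 on the log2 scale (standard error 0.66, edgeR adjusted p = 0.00699), while WNT6 was not (1.68, 0.356). Networks of protein interactions were not analysed here.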

Of the 72 genes significantly upregulated in AM-2, 42 formed a tightly interconnected network (protein–protein interaction (PPI) enrichment *p* value: <1.0e − 16) (Supplementary Fig. 5e). Among the most significantly enriched Gene Ontology (GO) terms was epithelium development (GO:0060429) as well as epithelial cell differentiation (GO:300855), suggesting that AM-2 represents amniotic epithelium (Supplementary Fig. 5f).

Immunofluorescent imaging of sectioned in vitro cultured embryos at Day 14 confirmed the presence of the different cell populations identified in the scRNA-sequencing analysis (Fig. 2a, b). In particular, we observed specific staining for ISL1 in amniotic cells overlying the epiblast staining positive for OCT4 (*POU5F1*) as well as in cells directly adjacent to it (Fig. 2b). Staining for GABRP, which is a marker for the AM-2 population, showed specific labeling of the luminal side of the amniotic epithelium (Fig. 2b). The ISL1-positive cells that are located closer to the embryonic disc lacking epithelial morphology stained negative for GABRP, suggesting that these cells correspond to the AM-1 population (Fig. 2b). Endoderm showed a strong signal for SOX17 (Fig. 2), while trophoblast stained positive for GATA3 (Fig. 2a). Brachyury (BRA, *TBXT*) as well as MIXL1-positive cells were located in close proximity to the embryonic disc (Fig. 2b), suggesting that the mesodermal cells identified in the scRNA-sequencing data at Day 14 are indeed emerging embryonic mesoderm during gastrulation. ExE-Mech, staining positive for Vimentin (*VIM*) was clustering around the embryonic disc, in particular in the region that will most likely develop into the connecting stalk in later stages, but was also lining the entire trophoblast (Fig. 2a).

**Fig. 2:**
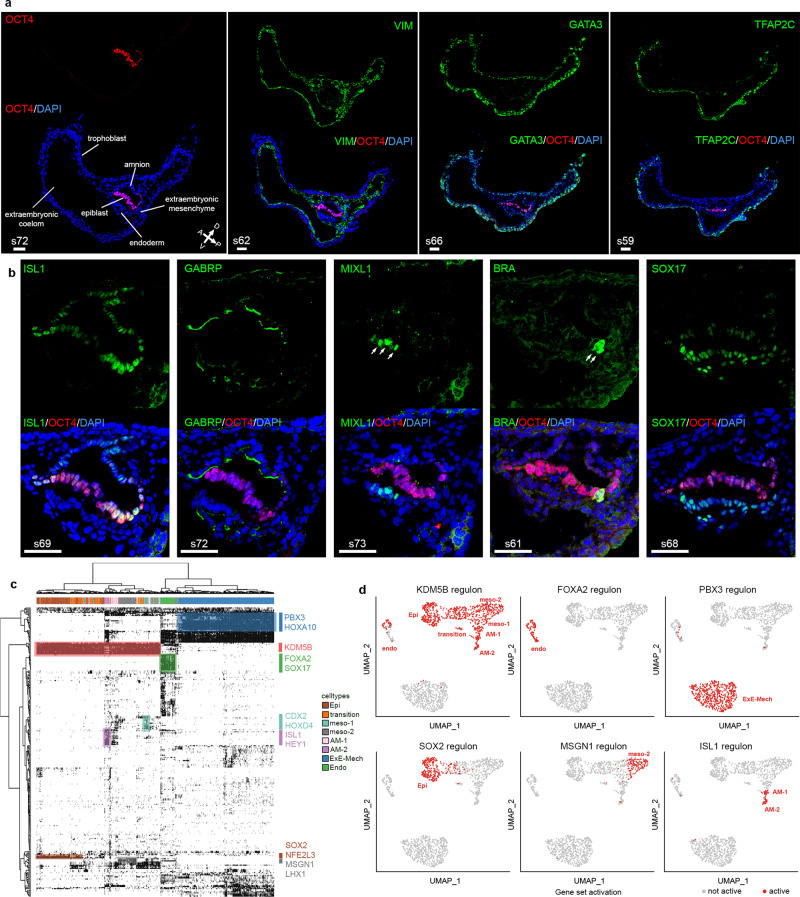
Immunofluorescent staining and gene regulatory networks in wild-type in vitro cultured NHP embryos. See also Supplementary Fig. 6 and Supplementary Data 4. **a**, **b** immunofluorescent staining of major cell types at Day 14 identified in the scRNA sequencing. *n* = 2 wild-type embryos **a** OCT4, VIM, GATA3, TFAP2C; **b** ISL1, GABRP, MIXL1, BRA, and SOX17. Scale bar = 50 µm. White numbers indicate section numbers and arrows indicate the signal of interest. **c** Binary activity matrix of regulons identified at Day 14 by gene regulatory network inference active in at least 1% of the cells clustered unsupervised. Selected master regulators are depicted in the color corresponding to the cell type they show activity in. **d** Binarized gene set activity of the selected regulons at Day 14 in the different cell types depicted on the UMAP plot from Fig. 1d. Epi epiblast, Endo endoderm, ExE-Mech extraembryonic mesenchyme, AM-1 amnion 1, AM-2 amnion 2, meso-1 mesoderm 1, meso-2 mesoderm 2, D dorsal, V ventral, A anterior, P posterior.

Cell type specification is under the control of transcription factors that bind to *cis*-regulatory regions, forming GRNs^31^. GRN analysis using SCENIC (single-cell regulatory network inference and clustering)^32^ followed by binarization of the network activity based on the distribution of the area under the curve (AUC) values revealed sets of GRNs specifically active in these populations at the different time points (Fig. 2c, d, Supplementary Fig. 6, and Supplementary Data 4). At Day 14, the histone demethylase *KDM5B*, creating bivalent histone marks during development^9^, was identified to control a GRN active in epiblast and all its derivatives, while the pluripotency factor *SOX2*^24^ controlled a network specifically active in the epiblast (Fig. 2c, d). One of the most active GRNs in amniotic cells was an ISL1-dependent network (Fig. 2d), signifying that *ISL1* is not only a specific marker of the amniotic cell population in primates, but could be functionally important. This finding is in sharp contrast to the mouse, where *Isl1* is first expressed in cardiac progenitor cells of the lateral plate mesoderm, but absent from the early embryo before E7.0^7,33^.

### *ISL1* mutant embryos fail to form mesoderm

To investigate the functional role of this ISL1-dependent GRN in postimplantation development, the *ISL1* mutant embryos were cultured in vitro. Mutant embryos developed normally up to Day 10 (Fig. 3a and Supplementary Fig. 7a, b). After Day 12, they progressively lost structure, and at Day 14, the embryonic disk was no longer distinguishable (Fig. 3a and Supplementary Fig. 7b). This was reflected in the integrated analysis of 26,136 cells passing quality control from Day 10, 12 and 14 mutant embryos (Supplementary Fig. 2) with the wild-type dataset by a progressive loss of cells in the Epi-derived cluster while the other lineages were preserved (Fig. 3b and Supplementary Fig. 7c). 

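The mutant cells came from 11 embryos in 5 libraries, 1 at Day 10 and 2 each at Day 12 and Day 14, made, counted and corrected as for the wild type. Between 84714888 and 139693603 UMIs per mutant library were counted on genes, with a median of 116080332. At Day 12 and Day 14 the mutant libraries held more cells and fewer UMIs per cell than those of the wild type. At Day 14 they had 9625 cells with a median of 10916 UMIs per cell (3 embryos) and 3882 cells with a median of 23378 UMIs per cell (1 embryo), at Day 12 6018 cells with a median of 18893 UMIs per cell (3 embryos) and 5842 cells with a median of 21836.5 UMIs per cell (1 embryo), and at Day 10 769 cells with a median of 99406 UMIs per cell (3 embryos). SoupX had removed between 1.04% and 8.77% of the UMIs of a mutant library. Wild-type and mutant cells of a day were clustered together, first all cells and then the Epi-derived cells. ISL1, the targeted gene, stood in Epi-derived cells at 7.47 and 48.1 CPM in the wild-type and at 60.2 and 70.3 CPM in the mutant Day 14 libraries. At Day 12 it stood at 1.57 and 28.8 CPM in the wild type and 4.83 and 54.5 CPM in the mutant, and at Day 10 at 3.49 and 2.28 CPM against 8.49 CPM. In amnion-like cells at Day 14, ISL1 stood at 141 and 189.7 CPM in the wild type and 157 and 189 CPM in the mutant, a log2 fold change of 0.20 (standard error 0.30, edgeR adjusted p = 0.747) that was -0.01 without wild-type replicate 1. An edit of the coding sequence need not lower the amount of mRNA, so the ISL1 level does not check the genotype labels. A type was compared between genotypes over its summed UMIs per library, and shares of cells by exact permutation of the genotype labels within each day, two-sided. In 1 day alone 2 libraries against 2 cannot give a p below 0.333, and the permutations over 3 days cannot give one below 0.00926.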

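Epi-derived cells made up 25.2% (95% interval 22.0% to 28.7%) and 34.8% (31.2% to 38.5%) of the cells of the wild-type Day 10 libraries and 29.8% (26.6% to 33.1%) of the mutant one. At Day 12 they were 4.31% (2.38% to 7.12%) and 15.3% (13.1% to 17.7%) in the wild type and 11.2% (10.4% to 12.0%) and 4.69% (4.16% to 5.26%) in the mutant. At Day 14 they were 17.5% (16.2% to 18.8%) and 8.16% (6.78% to 9.73%) in the wild type, and 3.78% (3.41% to 4.18%) and 2.40% (1.94% to 2.93%) in the mutant, where both libraries lay below both wild-type libraries. The mean difference, mutant minus wild type, was -0.223 percentage points at Day 10, -1.85 at Day 12 and -9.73 at Day 14 (exact permutation p = 0.333, the smallest that day allows). Over the 3 days it was -3.94 points (exact permutation p = 0.296, two-sided, 108 relabelings), so this mean over days did not exceed the spread between libraries. Under the alternatives the mean over days ranged from -7.55 to -2.11 points. It weighs the 3 days alike, so it does not test the progressive loss that the paper describes, and no trend over days was tested. Clusters kept out of the Epi-derived class by the naming rule held 2.52% (2.00% to 3.12%) and 2.75% (1.95% to 3.75%) of the wild-type and 4.96% (4.53% to 5.41%) and 1.55% (1.18% to 1.99%) of the mutant cells at Day 14. Trophoblast-like cells were 71.7% (70.1% to 73.3%) and 61.2% (58.6% to 63.8%) of the wild-type and 63.6% (62.7% to 64.6%) and 67.8% (66.3% to 69.3%) of the mutant cells at that day. ExE-Mech-like cells were 5.07% (4.33% to 5.89%) and 25.2% (22.9% to 27.6%) in the wild type against 25.8% (24.9% to 26.7%) and 27.4% (26.0% to 28.8%) in the mutant. Endoderm-like cells were 1.51% (1.12% to 2.00%) and 2.53% (1.77% to 3.50%) against 1.13% (0.931% to 1.36%) and 0.283% (0.142% to 0.506%), so both mutant libraries lay below both wild-type libraries. At Day 10, ExE-Mech-like cells were 7.67% (5.89% to 9.79%) of the mutant library.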

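At Day 14, mesoderm-like cells (meso-1-like and meso-2-like) were 29.5% (95% interval 25.8% to 33.5%) of the 555 and 25.7% (17.9% to 34.7%) of the 113 Epi-derived cells of the wild-type libraries. In the mutant they were 20 of 364, 5.49% (3.39% to 8.36%), and 2 of 93, 2.15% (0.262% to 7.55%). Amnion-like cells (AM-1-like and AM-2-like) were 5.95% (4.13% to 8.25%) and 18.6% (11.9% to 27.0%) in the wild type and 38.7% (33.7% to 44.0%) and 55.9% (45.2% to 66.2%) in the mutant. Both differences, -23.8 and 35.1 percentage points (mutant minus wild type), part every mutant from every wild-type library. The exact two-sided permutation p of 0.333 for each is the smallest that 2 libraries against 2 allow. The version of the naming rule moved both most. The second version gave -11.9 points for mesoderm-like and 16.2 for amnion-like cells, with the same direction. AM-2-like cells were 28.6% (24.0% to 33.5%) and 30.1% (21.0% to 40.5%) of the mutant Epi-derived cells and 0 of the wild-type ones in these joint clusters, while clusters of the wild-type cells alone held 23 and 2 such cells. AM-1-like cells were 10.2% (7.26% to 13.7%) and 25.8% (17.3% to 35.9%) of the mutant Epi-derived cells. Epi-like cells were 34.8% (30.8% to 38.9%) and 19.5% (12.6% to 28.0%) in the wild type and 50.8% (45.6% to 56.1%) and 37.6% (27.8% to 48.3%) in the mutant. Transition-like cells were 26.8% (23.2% to 30.7%) and 36.3% (27.4% to 45.9%) against 4.12% (2.32% to 6.71%) and 4.30% (1.18% to 10.6%).

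**Figure D1:**
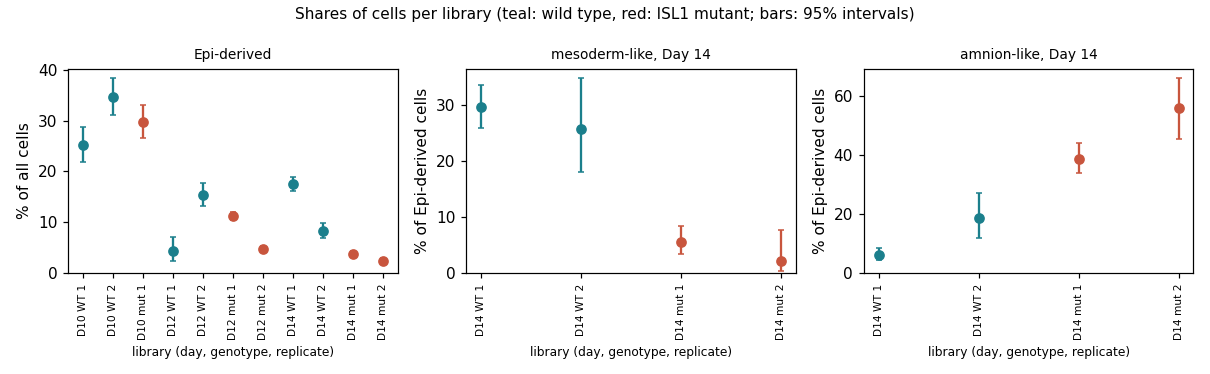
Shares of cells per library, by day, genotype and replicate. The panels plot Epi-derived cells as a percentage of all cells, and mesoderm-like and amnion-like cells at Day 14 as a percentage of Epi-derived cells; points are libraries and bars exact 95% binomial intervals. At Day 14 the mesoderm-like shares of the mutant lie at 2.15% and 5.49%, below both wild-type libraries.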

Subclustering of the Epi-derived cells at Day 14 showed a drastic reduction of cells in the mesodermal clusters in the mutant embryos accompanied by an overrepresentation of amniotic cells (Fig. 3c and Supplementary Fig. 7d). 

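The median Day 14 Epi-derived cell held 43857 and 21784 UMIs in the wild-type and 7995 and 19413 UMIs in the mutant libraries, so each cell was thinned to 3000 UMIs, and 24 mutant cells of replicate 1 with fewer were left out. After thinning, MIXL1 gave a UMI in 32.6% (28.7% to 36.7%) and 7.08% (3.11% to 13.5%) of the wild-type and 4.41% (2.49% to 7.17%) and 1.08% (0.0270% to 5.85%) of the mutant cells. The shares were 22.5% (19.1% to 26.2%) and 8.85% (4.33% to 15.7%) against 0.882% (0.182% to 2.56%) and 1.08% (0.0270% to 5.85%) for MESP1 and 16.0% (13.1% to 19.4%) and 60.2% (50.5% to 69.3%) against 7.94% (5.30% to 11.3%) and 3.23% (0.670% to 9.14%) for CDX2. TBXT gave a UMI in 2.34% (1.25% to 3.97%) and 0.885% (0.0220% to 4.83%) of the wild-type and in none of the mutant cells. EOMES gave one in 6.49% (4.58% to 8.87%) and 1.77% (0.215% to 6.25%) of the wild-type cells and in 7 of 340 and 0 of 93 mutant cells, or 2.06% and 0%, so its libraries overlapped. Before thinning the shares were 55.7% and 18.6% against 6.87% and 5.38% for MIXL1, 35.5% and 13.3% against 1.10% and 5.38% for MESP1, 51.0% and 86.7% against 14.0% and 16.1% for CDX2 and 40.9% and 15.9% against 3.30% and 0% for EOMES. TBXT gave a UMI in 101 of 555 and 5 of 113 wild-type cells and in 0 of 364 and 0 of 93 mutant cells. In trophoblast-like cells, which had medians of 49789 and 28200 UMIs in the wild type and 11697 and 27937 UMIs in the mutant and serve as background, the thinned shares were 0.527%, 0.590%, 1.09% and 0.380% for MIXL1 and 0.483%, 0.354%, 0.799% and 0.608% for MESP1, and at most 0.118% for TBXT, EOMES and CDX2. The intervals of the mutant shares of MESP1 include this background. Over the summed UMIs of Epi-derived cells, the mutant differed by -4.74 on the log2 scale for MESP1 (standard error 0.86, edgeR adjusted p = 0.0174), -2.70 for CDX2 (standard error 0.63, 0.0395), -2.68 for EOMES (standard error 0.82, 0.0833) and -2.70 for MIXL1 (standard error 1.07, 0.145), and TBXT did not pass the low-count filter. None of these 4 genes passed 1% over the 9755 genes tested by edgeR without a block, though all 4 had an unadjusted p under 0.05. DESeq2 called 1 of them. Adjusted over the list alone in the edgeR fit without a block, MESP1 and CDX2 passed 1%, and all 4 passed 5%. With the replicate number as a block in edgeR, all 4 passed 1% over all genes, so their call depended on the block. Without the low-count filter, all 5 genes passed 1% over all genes, and MESP1 and CDX2 did so without wild-type replicate 1 and MESP1 without wild-type replicate 2.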

In line with this, the number of cells expressing the mesoderm markers *TBXT*, *EOMES*, *MIXL1*, *CDX2*, and *MESP1*^34–36^ was reduced in the mutant embryos among epiblast derivatives (Fig. 3d) as well as across the whole dataset (Supplementary Fig. 7e).

**Fig. 3:**
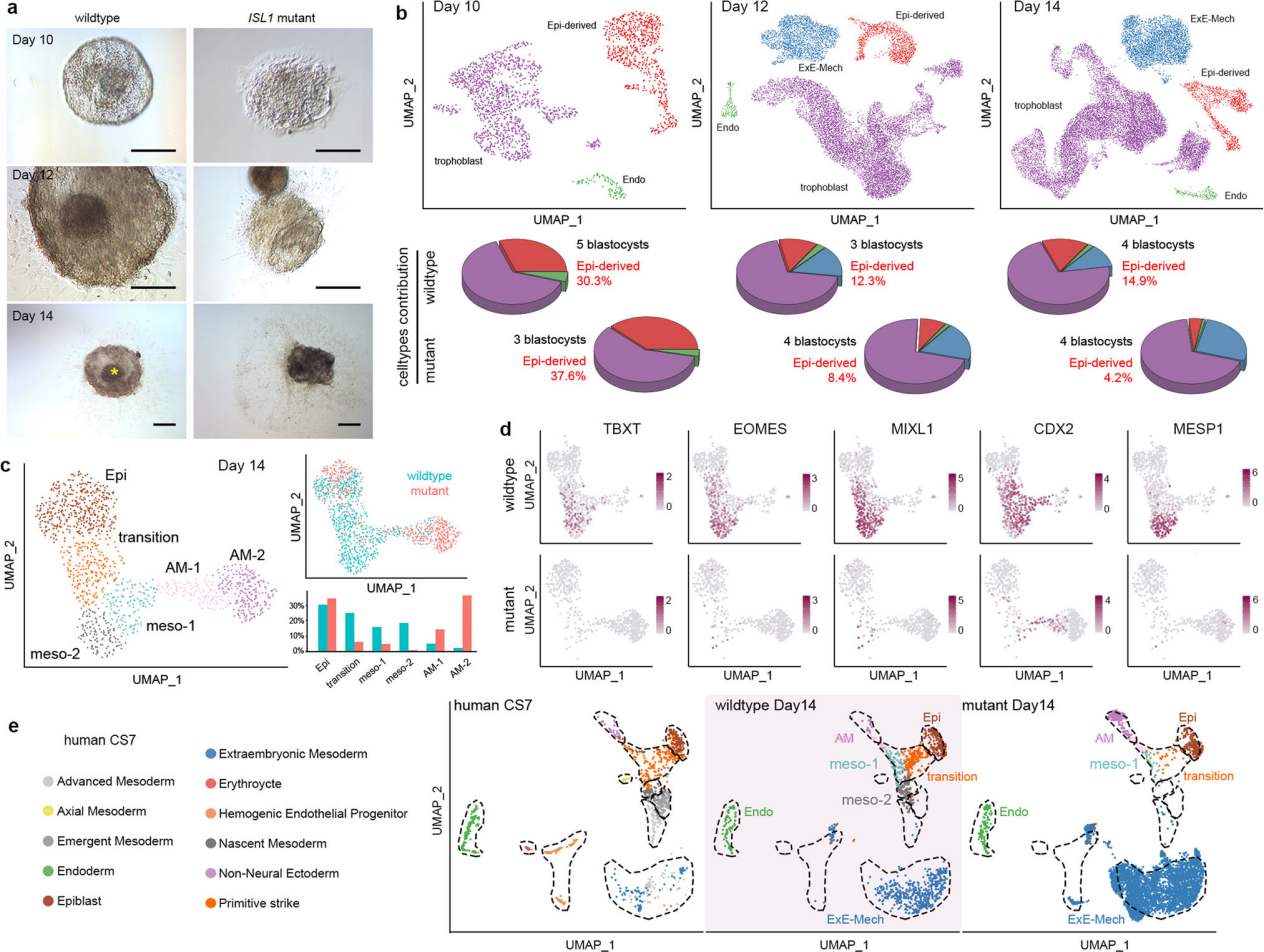
*ISL1* mutants fail to form mesoderm. See also Supplementary Fig. 7. **a** The morphology of wild-type (left) and *ISL1* mutant (right) NHP embryos at Days 10, 12, and 14. Scale bar, 200 µm. Asterisk indicates the embryonic disk. *n* = 15 wild-type and 14 mutant embryos. **b** UMAP plot of all cells from the integrated dataset of wild-type and mutant embryos at the different time points (Days 10, 12, and 14) colored by cell type. Pie charts indicate the relative contribution of cell types. **c** UMAP plot of cells mapping to the epiblast and its derivatives at Day 14 and the relative contribution of cells to the various cell types in wild-type (blue) and mutant (red) embryos. *n* = 4 wild-type and 4 mutant embryos collected in two batches. **d** Expression of mesodermal marker genes in cells from the epiblast and its derivatives of Day 14 wild-type (top) and mutant (bottom) embryos. **e** UMAP plot of the integrated dataset of all cells excluding trophoblast from the in vitro cultured embryos at Day 14 with cells from a human Carnegie stage 7 (CS7) in vivo embryo colored by cell types. Epi-derived epiblast and epiblast-derived cells, Epi epiblast, Endo endoderm, ExE-Mech extraembryonic mesenchyme, AM-1 amnion 1, AM-2 amnion 2, meso-1 mesoderm 1, meso-2 mesoderm 2, wt wild type, mt mutant.

Integration of this dataset with scRNA-sequencing data of an in vivo human Carnegie stage 7 embryo^37^ showed that the mesodermal cell populations underrepresented in the mutant embryos match the primitive streak and nascent mesoderm clusters of the human embryo (Fig. 3e). This strongly supports the conclusion that mutant primate embryos fail to form mesoderm.

This was confirmed by immunofluorescent imaging of sectioned in vitro cultured mutant embryos at Day 14 (Fig. 4a–d), which showed no BRA (*TBXT*)-positive cells and only very few MIXL1-positive cells (Fig. 4b). Trophoblast staining positive for GATA3 and ExE-Mech staining positive for *VIM* showed similar distribution as compared to the wild type (Fig. 4a).

**Fig. 4:**
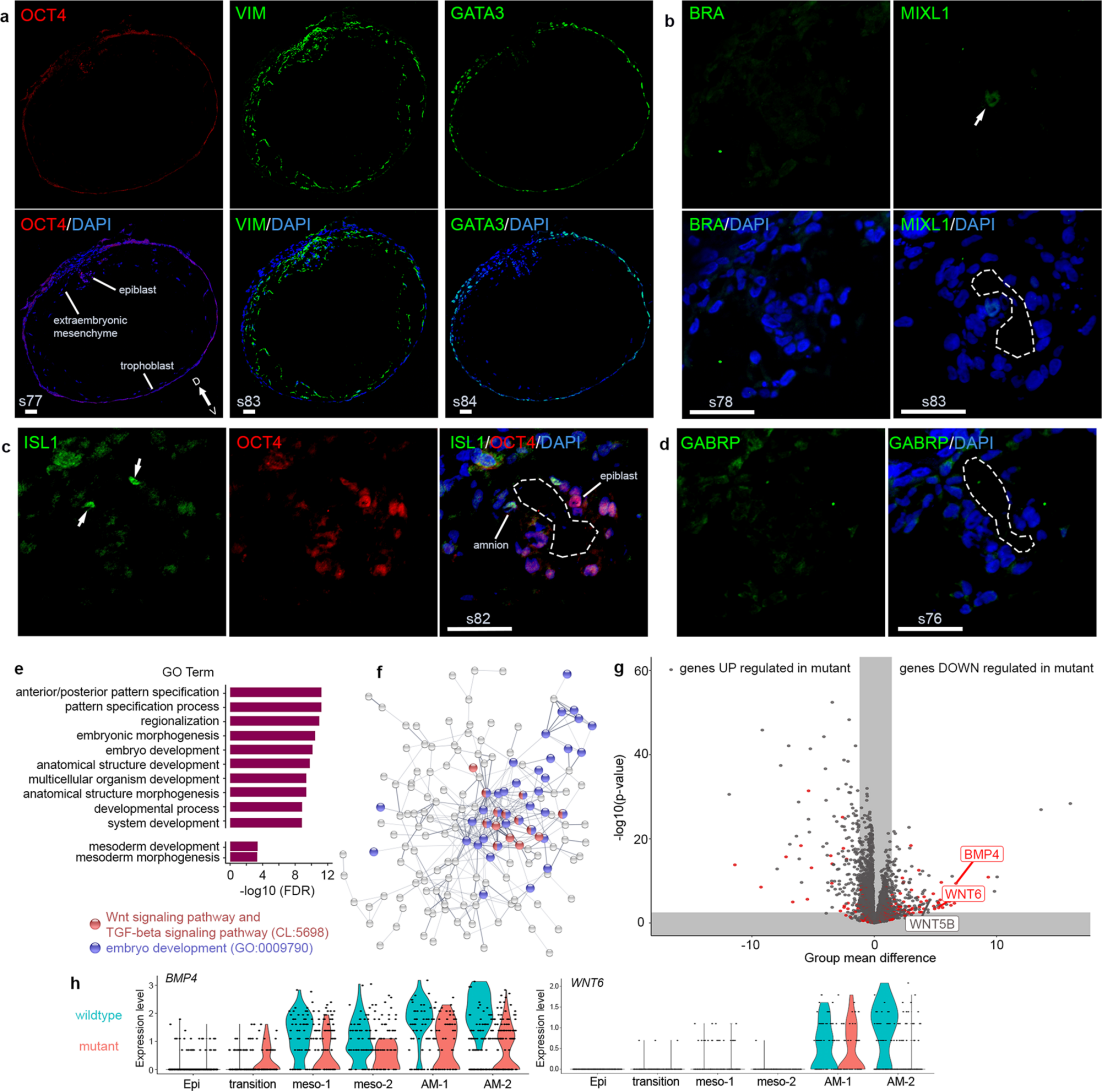
Loss of ISL1 impairs amnion signals essential for mesoderm formation. See also Supplementary Fig. 8 and Supplementary Data 5. **a**–**d** Immunofluorescent staining of major cell types on sections of *ISL1* mutant embryos at Day 14. *n* = 3 mutant embryos. **a** OCT4, VIM, and GATA3; **b** BRA and MIXL1; **c** ISL1; **d** GABRP. Scale bar 50 µm. Numbers represent section numbers. Arrows indicate signals of interest and dashed lines mark the amniotic cavity. **e** GO categories enriched among genes significantly downregulated in cells of the mesodermal clusters in mutant embryos ordered by false discovery rate (FDR). *n* = 4 wild-type and 4 mutant embryos collected in two batches. **f** STRING network of all significantly downregulated genes in cells of the mesodermal clusters in the mutant embryos. Nodes not connected to the main network have been removed. Nodes belonging to the GO category embryonic development colored in blue; nodes belonging to the STRING network cluster Wnt signaling pathway, and TGF-beta signaling pathway colored in red. **g** Volcano plot showing the DEGs between amnion (AM-1 and AM-2) of the wild-type and mutant embryos. Gray areas indicate the expected group mean difference in random cell subsets (99.9th percentile) and a false discovery rate cutoff of 1%. Red labeling indicates that the gene is part of the ISL1 regulon identified by SCENIC. *P* values were calculated using a two-tailed Welch’s *t* test. The *x*-axis reports uncorrected *p* values. **h** Violin plot of the expression levels of *BMP4* and *WNT6* in the different cell types identified in (Fig. 1d) at Day 14 separated between wild-type (blue) and mutant (red) embryos. Epi epiblast, AM-1 amnion 1, AM-2 amnion 2, meso-1 mesoderm 1, meso-2 mesoderm 2, wt wild type, mt mutant, D dorsal, V ventral.

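Mesoderm-like cells at Day 14 numbered 164 and 29 in the wild-type libraries and 20 and 2 in the mutant ones. The library with 2 was left out, so 2 wild-type libraries were compared with 1 mutant library, which is assumed to vary like the wild-type ones. Of 7136 genes tested by edgeR, 0 passed a false discovery rate of 1% and 560 had an unadjusted p under 0.05. At 5%, 4 genes passed, all of them higher in the mutant, and DESeq2 called 5 genes at 1%. BMP4 stood at 167 and 136 CPM in the wild type and at 36.1 CPM, from 7 UMIs, in the mutant library that entered the fit, a log2 fold change of -2.20 (standard error 0.51, edgeR adjusted p = 0.408). The 2 cells of the mutant library left out held 11 UMIs of BMP4, or 202 CPM, above both wild-type libraries. On uncorrected counts all 11 lay in 1 of these cells, a meso-2-like one. In mutant replicate 1 the 16 meso-1-like cells then held 0 UMIs and the 4 meso-2-like cells 8, or 115 CPM. Wild-type meso-1-like cells stood at 195 and 140 CPM and meso-2-like cells at 145 and 113 CPM. With counts simulated for these 3 libraries, the fit recovered 50.8% of 183 genes changed by 3 on the log2 scale. The alternative that moved the count most was leaving out the low-count filter, which gave 72 genes.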

Differential gene expression analysis between the cells in the mesodermal clusters (meso-1 and meso-2) of mutant and wild-type embryos revealed 251 genes that were significantly downregulated in the mutants (Supplementary Data 5). This list was enriched for GO terms (biological processes) such as anterior/posterior pattern specification (GO:0009952), embryo development (GO:0009790), and mesoderm development (GO:0007498) (Fig. 4e). 163 of these genes were members of a large, highly interconnected STRING network (PPI enrichment *p* value: <1.0e – 16). Within this network, a STRING network cluster termed Wnt signaling pathway, and TGF-beta signaling pathway (CL:5698), showed the highest enrichment and was located in the center, suggesting that alterations in Wnt and/or TGF-beta signaling could be underlying the observed phenotype (Fig. 4f).

### Loss of ISL1 in amnion impairs signaling

The amnion has previously been suggested to serve as a signaling hub for gastrulation^38^ and, due to its high expression of *ISL1*, it is likely to be the primary affected tissue in the mutant embryos. Differential gene expression analysis in amniotic cells of mutant versus wild-type embryos revealed 184 significantly downregulated genes in the mutant amnion, of which a significant proportion were members of the identified ISL1 regulon (Fig. 4g and Supplementary Data 5). 

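Amnion-like cells at Day 14 numbered 33 and 21 in the wild-type and 141 and 52 in the mutant libraries, AM-1-like and AM-2-like cells taken together. Of 7033 genes tested over their summed UMIs, 56 passed the threshold, 6 lower and 50 higher in the mutant. KHDC3L (ENSMFAG00000041622) stood at 269.9 and 713 CPM in the wild type and 8.44 and 22.0 CPM in the mutant, a log2 fold change of -4.91 (standard error 0.61, edgeR adjusted p = 0.00593). DMRTB1 fell by 4.01 (standard error 0.45, edgeR adjusted p = 0.00400) and NLRP2 by 2.78 (0.32, 0.00400), and ACTA1 fell from 124 and 76.8 CPM in the wild type to 12.3 and 9.43 CPM in the mutant (edgeR adjusted p = 0.00697). LUM gave no UMI in wild-type amnion-like cells and stood at 111 and 78.6 CPM in the mutant, at least 47.7-fold higher against 3 counts over both wild-type libraries (edgeR adjusted p = 0.00260). ExE-Mech markers such as COL1A1 and COL3A1 rose with LUM, so an admixture of ExE-Mech cells or RNA may be its source. PCYT1B, likewise without a UMI in the wild type, was at least 15.6-fold higher (edgeR adjusted p = 0.00947), and NRN1 stood at 40.7 and 108 CPM in the mutant against 1 UMI and no UMI in the wild type. A further 3 genes among the largest changes, ISOC1, LOX and ENSMFAG00000028216, took part in naming clusters or led the AM-2-like clusters and are not reported as changes. In these joint clusters wild-type amnion-like cells were all AM-1-like, so the comparison also sets AM-1-like against AM-2-like cells. The count of 56 changed with the processing, to 523 genes without the low-count filter and to 1 gene under the second naming rule. With single libraries left out it was 607 without wild-type replicate 1, 193 without wild-type replicate 2, 178 without mutant replicate 1 and 156 without mutant replicate 2. Of the members of the ISL1 regulon 125 of 481 have an identifier, under 80% of them, so the regulon was not tested as a set.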

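BMP4 (ENSMFAG00000040789) stood in amnion-like cells at 401 and 327 CPM in the wild-type and 170.3 and 189 CPM in the mutant libraries, from 438 and 136 against 222 and 180 UMIs. Both mutant libraries lay below both wild-type libraries, with a log2 fold change of -0.90 (standard error 0.28, unadjusted p = 0.0111 and edgeR adjusted p = 0.109), which did not pass the threshold. The fold change stayed negative under all 19 alternatives, from -1.06 to -0.53. WNT6 stood at 71.4 and 26.4 CPM in the wild type and 47.6 and 84.8 CPM in the mutant, from 78 and 11 against 62 and 81 UMIs, a log2 fold change of 0.47 (standard error 0.48, edgeR adjusted p = 0.610). Its libraries overlapped, and the fold change was -0.02 without wild-type replicate 2 and -0.04 without mutant replicate 2. GABRP stood at 62.2 and 4.80 CPM against 52.2 and 59.7 CPM (log2 fold change 0.66, edgeR adjusted p = 0.590), and its fold change was -0.06 without wild-type replicate 2 and 3.62, past the threshold, without wild-type replicate 1. Per amnion-like cell, pooled over libraries, the mean was 10.6 UMIs of BMP4 in the wild type and 2.08 in the mutant, 4.31 and 1.99 UMIs of ISL1 and 1.65 and 0.741 UMIs of WNT6. The means rest on single libraries. Without replicate 1 the wild-type means were 6.48 UMIs of BMP4, 3.76 of ISL1 and 0.524 of WNT6, and without replicate 1 the mutant means were 3.46, 3.46 and 1.56. These means do not correct for depth, which was lower in the mutant libraries.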

Among those was *BMP4*, a secreted member of the TGF-beta signaling pathway and a known downstream target of ISL1 in mice^39^, as well as *WNT6*, a secreted Wnt ligand (Fig. 4h). BMP4 was previously shown to be essential for murine mesoderm formation^40^ as well as for inducing primitive streak like cells from hESCs^35^, while WNT6 is known to be required later in embryonic development in somitogenesis in mouse and chick^41,42^.

Since the two amnion populations present in Day 14 embryos have distinct characteristics, differential gene expression analysis was also performed separately in AM-1 and AM-2 cells of mutant versus wild-type embryos. This analysis revealed that *BMP4* was among the most significantly downregulated genes in both populations (Supplementary Data 5). In addition, we noted that several genes belonging to the GO categories such as epithelium development (GO:0060429) and epithelial cell differentiation (GO:300855) were significantly downregulated in AM-2 cells of the mutant embryos (Supplementary Fig. 8). This suggests that the overrepresented AM-2 population in the mutant embryos consists largely of improperly formed amniotic epithelium. Indeed, immunofluorescent imaging of sectioned in vitro cultured mutant embryos at Day 14 for the amniotic epithelium marker GABRP showed no specific signal in the amnion region of the mutant embryos (Fig. 4d). 

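In AM-1-like cells taken alone (33 and 21 wild-type, 37 and 24 mutant cells), BMP4 stood at 172 and 202 CPM in the mutant libraries, below both wild-type libraries, whose amnion-like cells were all AM-1-like. The log2 fold change was -0.92 (standard error 0.35, edgeR adjusted p = 0.586). ISL1 changed by 0.55 (edgeR adjusted p = 0.744) and WNT6 by 0.75 (0.748). Of 4952 genes tested, 1 passed the threshold, higher in the mutant, and 385 had an unadjusted p under 0.05. DESeq2 called 12 genes, and leaving out the low-count filter gave 92. The count was 91 without wild-type replicate 1, 52 without wild-type replicate 2, 141 without mutant replicate 1 and 2 without mutant replicate 2. AM-2-like cells could not be compared between the genotypes in these joint clusters, since no wild-type cell was AM-2-like there. In alternatives that placed wild-type cells in this class, BMP4 differed in AM-2-like cells by -1.02 at resolution 1.6 (edgeR adjusted p = 0.0859), -0.96 under the first naming rule (0.0455) and -0.75 under the second (0.796), each with 1 wild-type library, and by -1.01 with neighbours on principal components (0.100), where all amnion-like cells were AM-2-like. The 104 and 28 mutant AM-2-like cells had 169.8 and 169 CPM of BMP4. The wild-type AM-1-like group of these clusters also holds cells with GABRP.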

In line with the findings from the genotyping, most cells in the amnion region stained negative for ISL1 (Fig. 4c).

Taken together, these findings suggest that loss of ISL1 causes altered signaling from the amnion, which results in failure to form mesoderm in the early NHP embryo eventually leading to embryonic lethality.

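Outside the amnion-like cells, BMP4 at Day 14 stood highest in ExE-Mech-like cells among the types that had at least 5 cells in every library, with 98.1 and 217 CPM in the wild-type and 150.4 and 177 CPM in the mutant libraries (log2 fold change 0.16, edgeR adjusted p = 0.869), a change that was -0.26 without wild-type replicate 1 and -0.04 without mutant replicate 2. Epi-like cells had 3.41 and 7.07 CPM in the wild type, from 34 and 4 UMIs, and 15.2 and 24.9 CPM in the mutant, from 28 and 38 UMIs (log2 fold change 2.42, standard error 0.51, edgeR adjusted p = 0.0424). This change passed the threshold without wild-type replicate 2 (2.58) and without mutant replicate 1 (2.81). Endoderm-like cells had 12.3 and 18.1 CPM against 16.0 and 71.2 CPM (log2 fold change 1.29, edgeR adjusted p = 0.792), and trophoblast-like cells 13.5 and 4.39 against 9.73 and 7.87 CPM (-0.07, 0.971). Over all Epi-derived cells together BMP4 changed by -0.04. The paper draws here on the loss of mesodermal cells, on stained sections of mutant embryos and on lower BMP4 and WNT6 in mutant amnion. It proposes that without ISL1 the signals sent by the amnion change and that mesoderm fails to form for this reason. Its later experiments on human stem cells, with ISL1 lost or re-expressed, Noggin and added BMP4, also bear on this (Fig. 5). The images and those experiments were not analysed here.

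**Figure D2:**
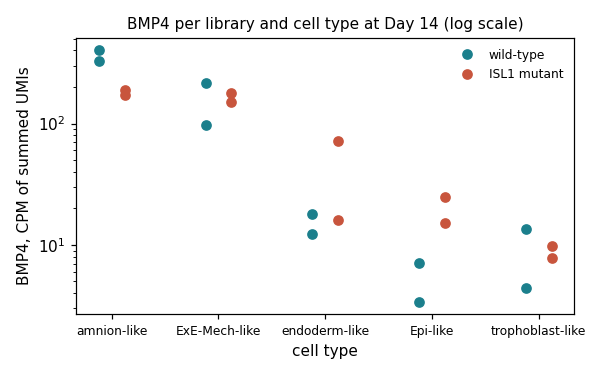
BMP4 in CPM of the summed UMIs (log axis) by cell type at Day 14. Each point is a library, 2 wild-type and 2 mutant. Amnion-like cells of the mutant lie at 170.3 and 189 CPM, below both wild-type libraries, and ExE-Mech-like cells of the 2 genotypes overlap.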

### *ISL1*-null hESC-derived amnion fails to induce mesoderm

To validate this conclusion and to investigate whether these findings also apply to humans, *ISL1-*null hESCs (*ISL1*-null) harboring the most abundant long deletion in the *ISL1* locus found in the mutant embryos (Supplementary Figs. 1a and 9a) were generated and analyzed in vitro (Fig. 5a). Amniotic ectoderm-like cells (AMLCs) derived from the *ISL1*-null showed a 50% reduction in *ISL1* messenger RNA (mRNA) (Supplementary Fig. 9b) and absence of ISL1 protein, which was abundantly expressed in wild-type hESC-derived AMLCs (Fig. 5b and Supplementary Fig. 9c). We noticed a slight, nonsignificant reduction in *WNT6* (Supplementary Fig. 9d) and a significant reduction in *BMP4* expression of ~50% (Fig. 5c), confirming the functional defect in *ISL1*-null derived AMLCs. In line with the findings from the in vitro cultured embryos, AMLCs derived from the *ISL1*-null failed to induce mesoderm-like cells (MeLCs) from hESCs shown by a strong reduction in the number of BRA (*TBXT*) expressing cells in the lower compartment (Fig. 5d, e). Notably, using a directed differentiation protocol towards MeLCs^35^, *TBXT* expression levels were similar between *ISL1*-null and wild type (Supplementary Fig. 10), highlighting that the failure to form mesoderm in the *ISL1*-null is a non-cell-autonomous defect caused by altered signaling from AMLCs.

**Fig. 5:**
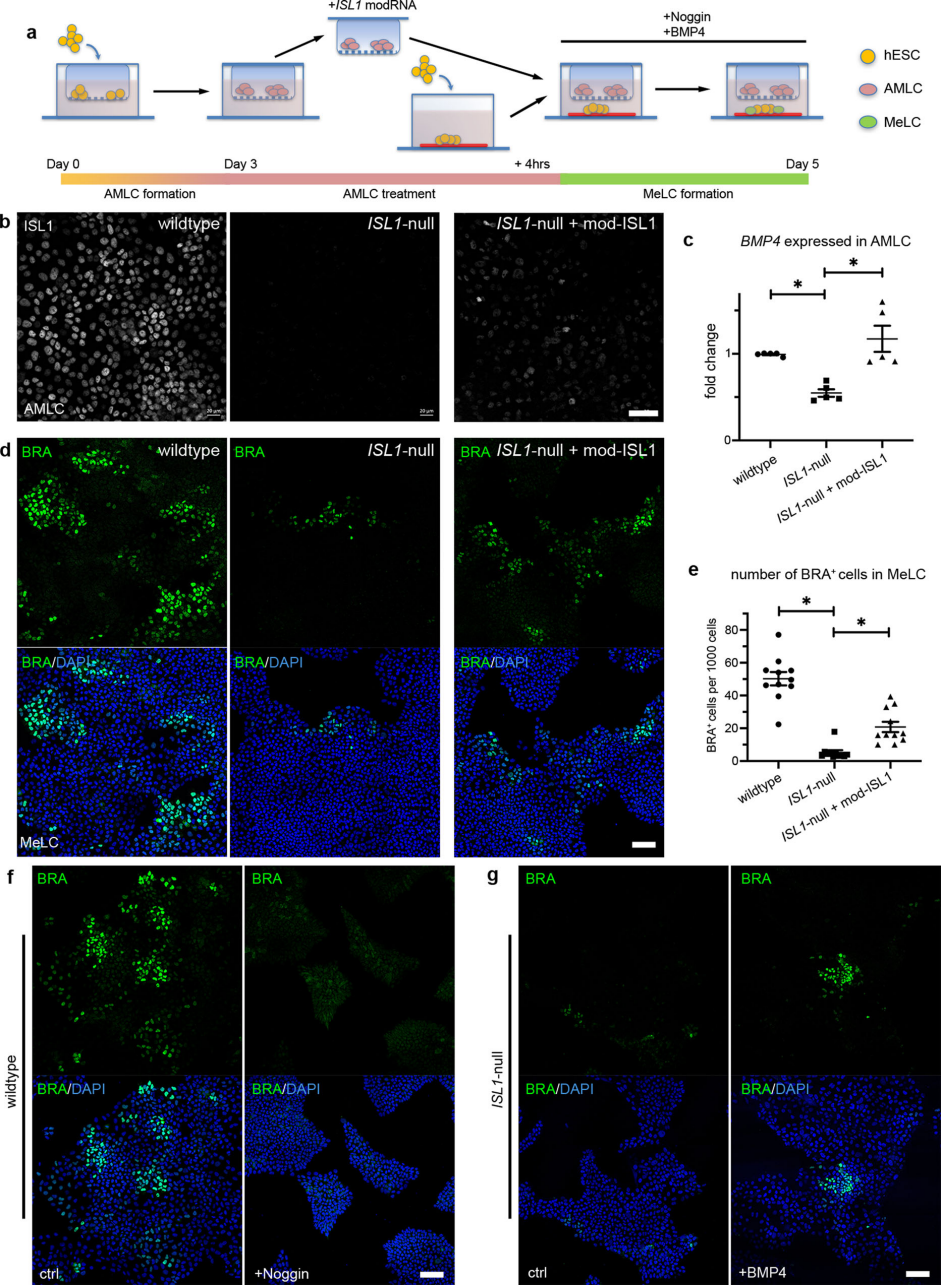
ISL1 in amnion-like cells regulates human mesodermal cell formation through BMP4. See also Supplementary Fig. 9-12. **a** Diagram of the transwell assay. **b** immunofluorescent staining for ISL1 in AMLCs. Scale bar 50 µm. *n* = 4 biologically independent experiments **c** expression of *BMP4* in AMLCs. Data are presented as mean ± SEM and analyzed by two-tailed Student’s *t* test. *n* = 6 biologically independent samples. *p value <0.05 (<0.0001 for wild type versus *ISL1*-null and 0.0002 for *ISL1*-null versus *ISL1*-null + mod-ISL1). **d** immunofluorescent staining for the mesoderm marker brachyury (BRA, green) in MeLCs. Nuclei stained with DAPI (blue). Scale bar 100 µm. **e** Quantification of BRA+ cells from (**d**). Data are presented as mean ± SEM and analyzed by two-tailed Student’s *t* test. *n* = 11 biologically independent samples. *p value <0.05 (<0.0001 for wild type versus *ISL1*-null and 0.0002 for *ISL1*-null versus *ISL1*-null + mod-ISL1). **f** immunofluorescent staining for BRA in wild-type MeLCs without or with Noggin treatment. Scale bar 100 µm. *n* = 3 biologically independent experiments. **g** Immunofluorescent staining for BRA in *ISL1*-null MeLCs without or with BMP4 treatment. Scale bar 100 µm. *n* = 6 biologically independent experiments. AMLCs amniotic ectoderm-like cells, MeLCs mesoderm-like cells.

Modified mRNA-based re-expression of ISL1 in *ISL1*-null AMLCs restored *BMP4* expression, confirming that BMP4 is acting downstream of ISL1 (Fig. 5c). Moreover, it significantly increased the capacity of the *ISL1*-null AMLCs to induce BRA-positive cells (Fig. 5d, e).

We observed similar effects using a modified mRNA encoding ISL1 with the same three amino acid deletion found in a small subset of cells in the *ISL1* mutant NHP embryos (Supplementary Fig. 11), suggesting that these cells had a functional ISL1 protein. The fact that the observed phenotype was consistent across all *ISL1* mutant embryos shows that this low-degree mosaicism of functional ISL1 was insufficient to sustain normal embryonic development.

### BMP4 rescues mesoderm formation in vitro

To further investigate whether the formation of MeLCs is indeed dependent on BMP4 signaling from the AMLCs, we inhibited BMP4 downstream signaling by using Noggin. This resulted in a significant reduction in the number of BRA-positive cells in wild-type hESCs (Fig. 5f and Supplementary Fig. 12a), mimicking the *ISL1*-null phenotype. Conversely, external addition of BMP4 in the *ISL1*-null led to a partial rescue of the phenotype, shown by a significant increase in the number of BRA-expressing cells (Fig. 5g and Supplementary Fig. 12b), suggesting that BMP4 signaling is responsible in part for the observed phenotype.

The capacity of *ISL1-*null and wild-type hESCs to self-organize into an embryonic-like sac was assessed in a microfluidic system that has been shown to faithfully recapitulate the peri-implantation development of the epiblast lineages^38^. We noticed that the high dose of BMP4 (50 ng/mL) used in the protocol of the original publication masked the phenotype in the *ISL1*-null, and thus we reduced the BMP4 concentration (25 ng/mL). With this reduced BMP4 dose, the wild-type cells still showed proper formation of embryonic-like sacs, adequate break of symmetry, and formation of MeLCs in the epiblast-like region as shown by positive staining for BRA and MIXL1 (Fig. 6 and Supplementary Fig. 13a, b). ISL1 showed specific staining in the AMLCs and was absent from other parts of the embryonic-like sac highlighting its potential as a robust marker for amnion in humans (Fig. 6 and Supplementary Fig. 13c). In the same region, we observed a signal for GABRP (Supplementary Fig. 13d). However, it did not show the membrane alignment present in the in vitro cultured embryos, which could suggest that the amnion in the embryonic-like sacs is not fully epithelialized yet.

**Fig. 6:**
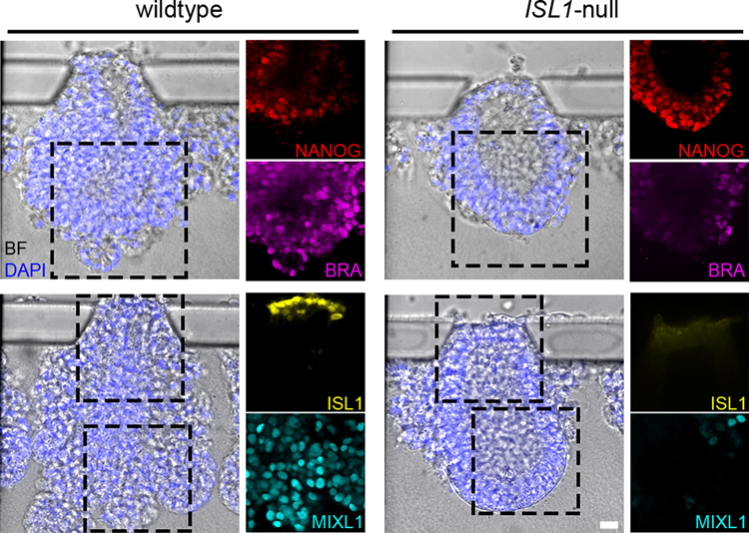
Embryonic-like sac assay. See also Supplementary Fig. 13. Brightfield (BF) images of embryonic-like sacs overlayed with nuclei stained with DAPI (blue) derived from wild-type (left side) and *ISL1*-null (right side) hESCs. Immunofluorescent staining for NANOG (red), BRA (magenta), ISL1 (yellow), and MIXL1 (cyan) are shown in the panels on the right-hand side of the corresponding brightfield images. *n* > 15 for each. Scale bar, 20 µm.

In these conditions, *ISL1-*null cells were capable of self-organizing into embryonic-like sacs and broke symmetry similar to the wild type but failed to develop further. ISL1 signal was absent from the mutant AMLCs (Fig. 6 and Supplementary Fig. 13c). The epiblast-like cells mostly remained in a columnar shape with high levels of the pluripotency factor NANOG^24^ and stained negative for BRA and MIXL1 (Fig. 6 and Supplementary Fig. 13a, b), indicating failure to form MeLCs similar to the findings observed in the mutant embryos during in vitro culture. A similar phenotype was observed in embryonic-like sacs from wild-type hESCs when BMP4 downstream signaling was inhibited by using high-dose Noggin highlighting the importance of BMP4 signaling for MeLC formation (Supplementary Fig. 13e).

## Discussion

In this study, we generated a high-resolution developmental roadmap of postimplantation NHP embryos and identified the amnion as a key signaling structure essential for mesoderm formation in primates. The transcription factor *ISL1* is highly expressed in primate amnion. Embryos with loss of function of ISL1 in most of the cells in the amnion fail to form mesoderm due to a reduction in BMP4 signaling and are not capable of giving rise to viable offspring (Fig. 7).

**Fig. 7:**
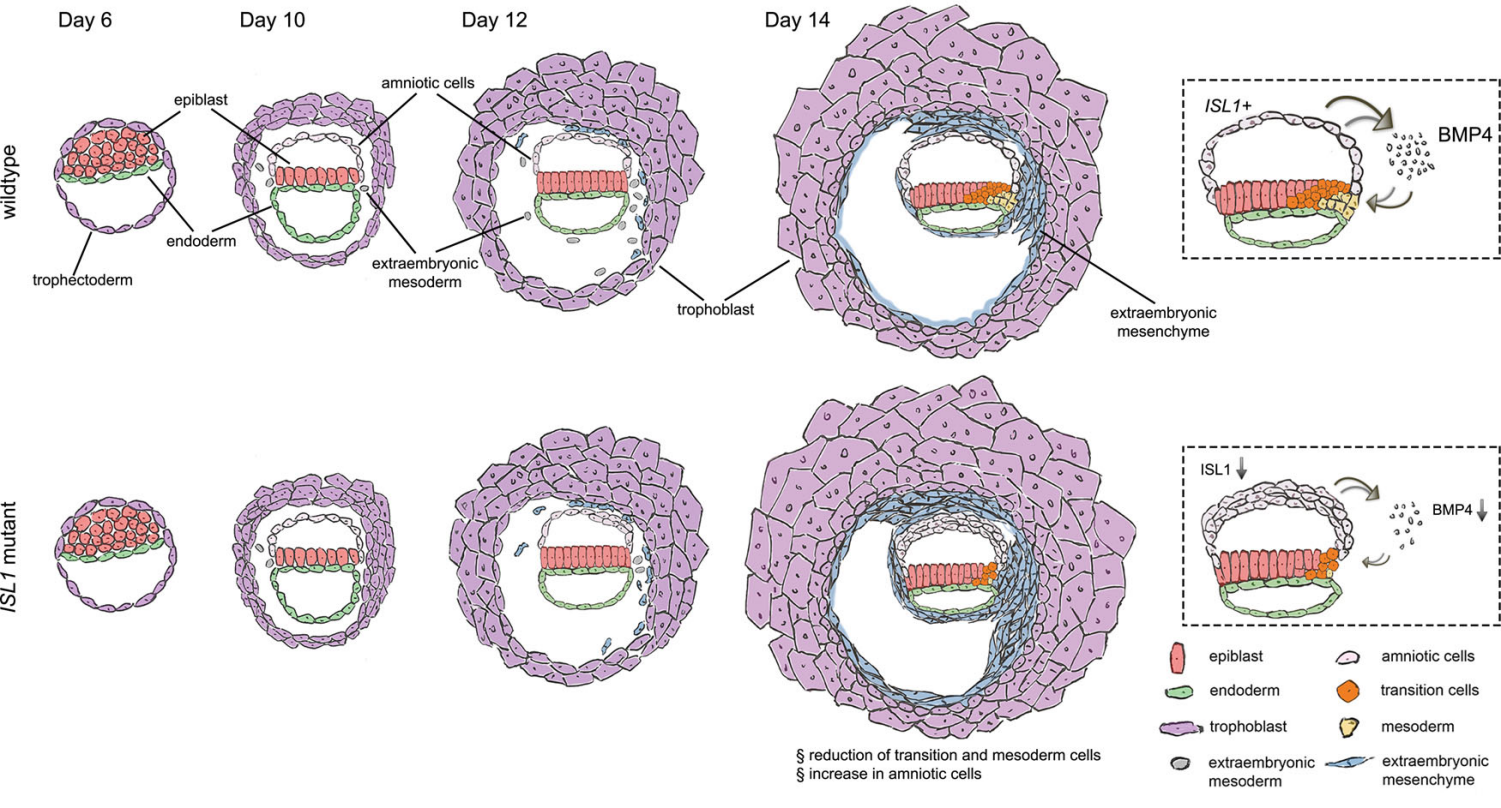
A summary scheme depicting the embryogenesis of wild-type and *ISL1* mutant embryos. In primate embryogenesis, the amnion forms a signaling center where *ISL1*-dependent BMP4 signaling drives streak and mesoderm formation.

Notably, the role of ISL1 acting upstream of BMP4 seems to be a conserved pathway. The loss of *Isl1* in mice leads to normal gastrulation since it is not expressed in the mouse embryo before E7.0^7,33^. However, it is embryonically lethal at approximately E10.5 due to severe cardiac defects accompanied by a strong reduction in *Bmp4*^7^, suggesting that BMP4 is acting downstream of ISL1 in cardiac development. Similar observations linking *Isl1* and *Bmp4* were also made in mice during genital development^43^ and embryonic limb formation^44^.

It is known that the initiation of mesoderm formation is dependent on BMP4 signaling, which is provided by the extraembryonic ectoderm in mice^11,45^. The findings from our study suggest that this role is taken over by the amnion during primate embryogenesis. Mouse and primate embryos have a similar appearance before the implantation stage, although the transcriptome already differs in key aspects^10,46^. After implantation, the structural differences between mouse and primate embryos become more evident. Mouse embryos form a cup-like structure, while primate embryos acquire a disk-like shape and have a prominent amnion, which is absent in mouse embryos before gastrulation^28,47^. Although the signaling network guiding gastrulation appears to be largely conserved across species^37^, the findings from our study show that the anatomical differences in the early embryos are associated with the presence of alternative signaling centers.

Explanations for differences in gene essentiality between humans and mice span two ends of a spectrum. When an essential gene in mice fails to demonstrate a similar phenotype in humans, the disparate human phenotype could either be very subtle or the opposite, especially severe. We initially hypothesized that the low frequency of damaging *ISL1* variants reported in human cohorts was due to an important role in early embryonic development. Indeed, we detected its requirement during gastrulation. It is possible that comparable effects could also be observed for other genes, with a similar discrepancy between mouse and human phenotypes. This study highlights that in vitro cultured primate embryos are a powerful tool to model key steps of early human development and could make an important contribution in addressing these questions.

Further advances in the in vitro culture systems might enable us to support the embryo longer and to study early organogenesis, including the emergence of cardiac progenitor cells in lateral plate mesoderm. This would enrich our knowledge on human embryogenesis, help to identify causes for pregnancy loss and congenital malformations, and, eventually, open the avenue for new therapies.

## Methods

### Cynomolgus macaque

Healthy cynomolgus monkeys (*Macaca fascicularis*), ranging from 5 to 12 years old, were used in this study. All animals were housed either at the facility of Yunnan Key Laboratory of Primate Biomedical Research in China or at Astrid Fagræus laboratory in Karolinska Institutet in Sweden. Both facilities are accredited by AAALAC International. The ethics and all experimental protocols were approved in advance by the Institutional Animal Care and Use Committee of LPBR in China (KBI K001115033/01,01) and by the Jordbruksverket in Sweden (ethical permit number N277/14). Animals involved in this study were never used for other treatments.

### In vitro fertilization

NHP embryos were collected as described previously^48^. In brief, healthy female monkeys aged 5–8 years with regular menstrual cycles were selected as oocyte donors. Before superovulation, female animals were treated with recombinant human follicle-stimulating hormone for 8 days, and then were administered recombinant human chorionic gonadotropin alfa (rhCG) on day 9. Oocytes were collected by laparoscopic follicular aspiration 32–35 h after rhCG administration. MII (first polar body present) oocytes were performed with intracytoplasmic sperm injection to generate zygotes and the fertilization was confirmed by the presence of two pronuclei. Zygotes were cultured in embryo culture medium-9 (HECM-9) containing 10% fetal calf serum in a 37 °C incubator supplying 5% CO_2_ until the blastocyst stage. Blastocysts were then used for embryo transfer or postimplantation in vitro culture. The homemade HECM-9 contains polyvinyl alcohol (0.1 mg/mL), calcium chloride (1.9 mM), magnesium chloride (0.46 mM), potassium chloride (3.0 mM), sodium chloride (113.8 mM), sodium bicarbonate (25.0 mM), sodium lactate (4.5 mM), Minimum Essential Medium (MEM) amino acid, MEM nonessential amino acid, and gentamicin (10 mg/mL). Details of chemicals were listed in Supplementary Data 6.

### Embryo transfer and pregnancy diagnosis

Embryos were transferred into the oviducts of the matched recipient monkey as described in the previous study^49^. A total of 27 female monkey recipients with proper hormone levels of β-estradiol and progesterone were used as surrogate recipients. Each recipient received two to four blastocysts. The pregnancy was primarily diagnosed by ultrasonography at 2–3 weeks after embryo transfer. Clinical pregnancy and the number of fetuses were confirmed by fetal cardiac activity and the presence of gestation sacs. When terminating a pregnancy, a cesarean section was performed. Tissue from the umbilical cord, ear, and tail was collected for genotyping.

### Generation of *ISL1* NHP mutant embryos

NHP MII zygotes were injected with a mix of Cas9 protein and gRNAs. Intracytoplasmic injections were performed with a Nikon microinjection system under standard conditions. The embryos were cultured in HECM-9 supplemented with 10% fetal calf serum in a 37 °C incubator supplying 5% CO_2_. Genetically modified embryos with high quality from morula to blastocyst stage were used for further studies.

### In vitro embryo culture

To culture blastocyst beyond the implantation stage, we applied an optimized protocol based on the human embryo culture protocol from Zernicka-Goetz’s group^50^. Frozen NHP blastocysts were thawed right before culturing by using the Thawing Media (Kizatato) and cultured in blastocyst culture medium (Origio) for at least 4 h to recover. Blastocysts were then treated with acidic Tyrode’s solution to remove the zona pellucida and transferred to an ibiTreat 8-well μ-plate (Ibidi) containing 300 µL of pre-equilibrated in vitro culture medium 1 (IVC1). On the second day, 150 µL of IVC1 was carefully removed and 200 µL pre-equilibrated in vitro culture medium 2 was added. Blastocyst growth was monitored and the medium was changed every 2 days until the termination of experiments.

### Single-cell dissociation and RNA sequencing

NHP embryos at Days 10, 12, and 14 were washed with phosphate-buffered saline (PBS) and treated with TrypLE Express Enzyme for 30 min at 37 °C. After incubation, samples were gently dissociated into single cells by mouth pipetting.

Single cells were transferred into an RNase-free, low-cell-adhesion 1.5 mL tube and centrifuged at 300 × *g* for 5 min. The supernatant, containing some remaining cells, was transferred into a new tube for genotyping. The cell pellet was resuspended with 40 µL of PBS containing 2% bovine serum albumin. Cells were loaded into the 10x Genomics Chromium system within 30 min after dissociation. 10x Genomics v3 libraries were prepared according to the manufacturer’s instructions. Libraries were sequenced with a minimum coverage of 30,000 raw reads per cell on an Illumina NovaSeq with paired-end sequencing.

### Reads mapping, gene expression counting, and correction

Sequencing data were aligned and quantified by using the Cell Ranger Pipeline v3.1.0 against the ensemble genome build Macaca_fascicularis_5.0 release 96^51^. Ambient RNA contamination was estimated through the levels of choriogonadotropin expression in epiblast (*POU5F1*-positive) cells and removed from the count matrix using SoupX^52^. A gene was retained for analysis if it showed expression in at least three cells. Each sample was filtered based on the expression level of mitochondrial genes (<7.5%) and the number of expressed genes. Details on the estimated contamination in each sample, the filtering criteria, and the number of cells retained for the analysis are provided in Supplementary Fig. 2a.

### Reads mapping and gene expression counting of in vivo dataset

The raw, archived scRNA-sequencing data from in vivo cynomolgus embryos^19^ was downloaded from the GEO database under accession code GSE74767 and processed using TrimGalore v0.6.1. The reads passing quality control were aligned against the ensemble genome build Macaca_fascicularis_5.0 release 96 using STAR v2.5.3 and counted using featureCounts v1.5.2. Cells expressing at least 1000 genes were kept for integration with our dataset.

### Data integration, dimensionality reduction, and clustering

For analysis of the scRNA-sequencing data from the wild-type in vitro cultured embryos, we integrated the filtered, corrected count matrices of the different batches for each day separately using the reciprocal principal component analysis (PCA) approach implemented in the Seurat package v3.1.3^53,54^ based on 30 dimensions and 5000 anchor features. After integration, we performed PCA analysis on the integrated data followed by embedding it into low-dimensional space with UMAP as implemented in the R-package “uwot.” For clustering, the shared nearest-neighbor graph was constructed on the UMAP embedding by calling the FindNeighbors() function followed by the identification of clusters using the FindClusters() function, both part of the Seurat package. In some samples, this clustering approach separated large-cell groups into small subclusters with no distinct biological meaning in the context of this manuscript. In these cases, the clusters were recombined manually and both the unsupervised and the manually adjusted clustering was reported in the manuscript.

To integrate the scRNA-sequencing data from in vivo cynomolgus embryos^19^ with our dataset, we combined the three time points (Days 10, 12, and 14) from our dataset for each batch separately and did the same for the in vivo data from E08, E09, E13, and E14, resulting in three separate datasets. Normalization, scaling, and PCA was performed separately on each of these datasets, after which they were combined using the reciprocal PCA approach described above based on 30 dimensions and 2000 anchor features.

For the analysis of the wild-type and *ISL1* mutant embryos, the different batches were integrated separately for each day by the same reciprocal PCA approach outlined above based on 30 dimensions and 5000 anchor features using the wild-type datasets as reference. Dimensionality reduction and clustering were performed as described above.

To integrate our dataset with the scRNA-sequencing data from the in vivo human Carnegie stage 7 embryo^37^, *M. fascicularis* gene IDs were converted to *Homo sapiens* gene symbols according to the ortholog list from Ensemble. Normalization, scaling, and PCA was performed separately on each of the batches (wild-type and mutant embryos, Day 14) from our dataset and the human dataset separately, after which they were combined using the reciprocal PCA approach described above based on 30 dimensions and 2000 anchor features. Dimensionality reduction and clustering were performed as described above.

### Differential gene expression analysis

Mainly due to the differences in cell numbers, we observed a significant variation in sequencing depth between samples in our dataset (Supplementary Fig. 2). It has recently been shown that the effect of differences in the read depth on differential gene expression analysis can be minimized by using regularized negative binomial regression as implemented in the R-package SCtransform^55^. Thus, all differential gene expression analysis was performed using a *t* test on Pearson residuals after SCtransformation of the raw, filtered counts of the integrated Seurat object as implemented previously^55^. Gene expression data depicted throughout the manuscript in feature plots or violin plots are SCtransformed data. Expression data depicted in heatmaps ﻿are scaled, log-transformed expression values normalized to the total counts for each cell calculated through running the NormalizeData() function, followed by the ScaleData() function from the Seurat package.

For analysis of PPIs and enriched GO terms among differentially expressed genes, *M. fascicularis* gene IDs were converted to *H. sapiens* gene symbols according to the orthologue list from Ensemble. Interaction networks of differentially expressed genes were created using STRING v11.0 and analyzed for enriched GO terms as well as enriched STRING network clusters using standard settings^56^.

### Visualization of gene signatures

Scoring and visualization of gene signatures were performed using the Single Cell Signature Explorer v3.1^57^. Gene signatures were created by identifying orthologs for the genes that have been previously described to mark the naive and primed state of pluripotency in hESCs^21^ in the *M. fascicularis* genome according to the ortholog list provided from Ensemble through BioMart^58^.

### Pseudotime analysis

Pseudotime analysis was performed using Monocle3 v0.2^59–61^. ﻿The principal graph was learned on the UMAP embedding extracted from the integrated Seurat object. Differentially expressed genes were calculated on the raw, filtered count matrix extracted from the integrated Seurat object using the ﻿Moran’s I test implemented in the graph_test() function from the Monocle3 package. The genes were ranked according to their Moran’s I and the top 100 genes were selected for display in the heatmap and supplied as Supplementary Data 2.

### GRN analysis

GRN analysis was performed using the R-package SCENIC v1.1.2-2^32^ and the command line interface of the Python implementation pySCENIC. *M. fascicularis* gene IDs were converted to *H. sapiens* gene symbols according to the ortholog list from Ensemble. The raw, filtered count matrix extracted from the integrated Seurat object was prefiltered and genes with at least 39 counts, equal to at least three UMI counts in 1% of the cells, present in at least 13 cells, equal to 1% of the cells, were used as input for the CLI. The human motif collection v9 and the cisTarget databases for hg38 were used in the pipeline and downloaded from https://resources.aertslab.org/cistarget/. Thresholds used for binarization were calculated depending on the distribution of the AUC values, which were tested with Hartigan’s Dip Test. For unimodal distributions, the threshold was set as mean plus two standard deviations. For bimodal distributions, the threshold was defined as the trough in between two peaks, which was solved as a minimization problem on the kernel smoothed density^62^. After binarization, regulons showing activity in at least 1% of the cells were included in the downstream analysis.

### Culture of hESCs

hESCs used in this study include HES-3 human ES cells and H9 human ES cells (WiCell). Genetic modification of the *ISL1* locus to generate *ISL1-*null hESCs was performed on HES-3 cells by applying CRISPR/Cas9 with the same gRNAs used in NHP blastocysts. Two *ISL1*-knockout cell lines were generated, named *ISL1*-null_c15 and *ISL1-*null_c51, and genotyped (Supplementary Fig. 1a). All cell lines were validated as karyotypically normal by Cell Guidance Systems (UK) (Supplementary Fig. 9a). Mycoplasma contamination test was performed regularly as negative. hESCs were maintained in a standard feeder-free culture system using mTeSR1 medium on 1% Matrigel or Essential 8 medium on 1% vitronectin. Cells were passaged every 4–5 days and visually examined during each passage to ensure the absence of spontaneous differentiation. Work with hESCs was carried out according to Swedish legislation following the recommendations of the Swedish National Council on Medical Ethics.

### Genotyping

For bulk genotyping, cells leftover from the single-cell sequencing were pooled. Genomic DNA was extracted by the phenol–chloroform method. DNA fragments covering both gRNA target sites were PCR amplified and ligated to TOPO TA cloning vectors. At least 50 bacteria clones per sample were picked for Sanger sequencing and used to estimate the genomic mutation rate.

For single-cell genotyping, dissociation was performed as described further above. Cells were manually picked and transferred into 5 µL of QuickExtract solution to extract DNA, following the manufacturer’s protocol. After the first round of high-fidelity PCR amplification (Phusion, NEB) using primers annealing to the *ISL1* region that covers the two gRNA binding sites, PCR products were purified using AMPure XP magnetic beads. Later, the second round of PCR amplification was performed using the same primers. The PCR products were analyzed by DNA agarose gel electrophoresis. Primers used for genotyping are listed in Supplementary Data 6.

### Off-target assay

Cas-OFFinder was applied to search for potential off-target sites with maximal two mismatches and two bulges^18^. Among all off-target candidates of both gRNAs, targets located on gene exons were selected for testing. The DNA fragments of target sites were PCR amplified and the sequences were confirmed by Sanger sequencing. Primers are listed in Supplementary Data 6.

### RNA extraction and quantitative real-time PCR

Total message RNA was extracted by Direct-zol RNA MiniPrep Kits and cDNA libraries were prepared using GoScript Reverse Transcriptase. Quantitative real-time PCR was performed by PowerUp SYBR Green Master Mix on ABI 7500Fast machine. Primers and chemicals are listed in Supplementary Data 6.

### Transwell assay

The transwell assay was performed based on previous work by Zheng et al.^38^. In brief, it was performed on Transwell 12-well plates with permeable polyester membrane inserts (0.4 μm, Corning). The membrane inserts were coated with 1% Geltrex diluted in Dulbecco’s Modified Eagle’s Medium/Nutrient Mixture-12 for 1 h before use. hESCs were collected and resuspended in the culture medium containing Y-27632 (10 μM) and seeded onto the membrane insert at a density of 3 × 10^4^ cells/cm^2^. Eighteen hours after seeding, the culture medium was changed to E6 medium supplemented with basic fibroblast growth factor (bFGF) (20 ng/mL) and BMP4 (50 ng/mL) and cultured for 48 h. On day 3, undifferentiated hESCs were collected, resuspended in E6 supplemented with bFGF (20 ng/mL), and seeded at a density of 9 × 10^4^ per well on freshly coated 12-well plates. The membrane inserts were washed with E6 + bFGF and transferred on top of the reseeded hESCs. Cells were collected after 48 h of analysis. Two wild-type hESC lines (HES-3 and H9) and two *ISL1*-null lines were used in this assay. Both of the wild-type cell lines showed comparable results, as did the two *ISL1-*null lines.

Noggin inhibition, BMP4 rescue, and *ISL1* modified mRNA rescue were carried out in the transwell assay as follows. Noggin (500 ng/mL) and BMP4 (20 ng/mL) were administered into E6 + bFGF in the lower part of the transwell inserts from day 3, after transferring inserts on top of hESCs. The *ISL1* modRNA carrying a GFP reporter sequence was designed to encode either a wild-type ISL1 (mod-ISL1wt) or an ISL1 with a three amino acid deletion (mod-ISL1∆9nt) and in vitro synthesized according to the previous work^63^. Briefly, modRNA was synthesized in vitro by using T7 RNA polymerase-mediated transcription from linearized DNA templates incorporating generic 5′-untranslated region (UTR), targeted gene, 3′-UTR, and a poly-A tail. The modRNA was then purified using Amion MEGAclear spin columns and treated with Antarctic phosphatase for 30 min at 37 °C. After repurification, the modRNA was quantified by Nanodrop and diluted to ~1 μg/μl for use. One milligram of purified modRNA was introduced into each sample of AMLCs on insert membrane on Day 3 by Lipofectamine RNAiMAX and incubated for 4 h. The inserts were then transferred on top of hESCs to induce MeLC formation.

### Directed differentiation of hESCs to MeLCs

Differentiation of hESCs to MeLCs was done in chemically defined media as previously described^35^. In brief, the posterior primitive streak was induced by the addition of bFGF (20 ng/mL), the phosphoinositide 3-kinase inhibitors LY294002 (10 μM) and BMP4 (10 ng/mL). The anterior primitive streak was induced with the same factors, and, additionally, activin A (50 ng/mL). After 40 h, cells were harvested. RNA extraction, reverse transcription, and quantitative real-time PCR were performed as detailed further above with 200 ng RNA as input for RT reaction. Primers and chemicals are listed in Supplementary Data 6.

### Microfluidic assay of embryonic-like sac

This assay was performed as previously described^64^. Briefly, the microfluidic device is fabricated by bonding a polydimethylsiloxane structure layer to a coverslip. Geltrex is diluted to 70% using E6 medium and loaded into the central gel channel separated from the side channels by trapezoid-shaped supporting posts. Upon gelation, the Geltrex matrix would generate concave Geltrex pockets between supporting posts for cell seeding. hESCs suspended in mTeSR1 medium was introduced into the cell loading channel and allowed to settle and cluster in the gel pockets. After hESC cluster formation, mTeSR1 medium was replaced by a basal medium (E6 and 20 ng/mL bFGF) and 20 ng/mL BMP4 was supplemented only into the cell seeding channel. After 18 h of BMP4 stimulation, the BMP4 medium was replaced by the basal medium. The microfluidic devices were fixed 48 h after the hESCs clusters were exposed to BMP4. To test the BMP4 signaling function, Noggin (50 and 500 ng/mL) was supplemented into the basal medium into the cell loading channel for 48 h. The hESC clusters were then fixed and immunofluorescent staining was performed.

### Cryosection of NHP embryos

Day 14 NHP embryos were fixed by 2% paraformaldehyde overnight at 4 °C and then washed by PBS. Dehydrate the fixed embryos with 30% sucrose overnight at 4 °C, and then embedded in OCT and froze in liquid nitrogen. Frozen blocks were performed cryosection on Cryostat (Thermo CryoStar NX70) according to the manufacturer’s protocol. Two wild-type and three *ISL1* mutant embryos were used for cryosection and then performed immunofluorescent staining.

### Immunohistochemistry

Immunohistochemistry of cells from the transwell assay was performed following standard procedures. Briefly, cells were fixed in 2% paraformaldehyde for 30 min at room temperature and washed with PBS. Cells were blocked in blocking buffer (serum diluted in PBS with 0.1% Triton X-100) for 1 h and then incubated with primary antibodies diluted in blocking buffer overnight at 4 °C. Cells were washed with PBS supplemented with 0.1% Tween-20 (PBS-T) and incubated with secondary antibodies diluted in blocking buffer for 2 h at room temperature. The embryonic-like sac structure was assessed by immunohistochemistry using the same protocol as published before^64^. Briefly, cells were fixed in 4% paraformaldehyde (PFA) for 12 h and then permeabilized in 0.1% sodium dodecyl sulfate (SDS) for another 3 h. After blocking in 4% serum/PBS, samples were incubated with primary antibody solution for 24 h at 4 °C, followed by incubation with secondary antibody solution for another 24 h at 4 °C. After staining, all samples were washed with PBS-T and then mounted for imaging. The dilution for the primary antibodies used in this study were anti-ISL1 (1:300), anti-OCT4 (1:200), anti-NANOG (1:400), anti-BRA (1:600), anti-MIXL1 (1:100), anti-GABRP (1:300), anti-SOX17 (1:400), anti-GATA3 (1:900), anti-VIM (1:2000), and anti-TFAP2c (1:100). Secondary antibodies were used in a dilution of 1:500. Details of the antibodies are listed in Supplementary Data 6. Confocal micrographs were acquired by Zeiss 700 LSM confocal microscope or Olympus spinning-disc confocal microscope (DSUIX18) equipped with an EMCCD camera (iXon X3, Andor). The brightfield morphologic images of embryonic-like sacs were acquired by Zeiss Observer.Z1 microscope equipped with a monochrome CCD camera (AxioCam, Carl Zeiss MicroImaging). Images were analyzed by iMaris.

### Western blot

Western blot was performed according to standard protocol. Briefly, to extract the protein from AMLCs, the cells were washed twice with cold PBS and RIPA buffer supplemented with protease and Phophatase Inhibitor Cocktail was added. Lysates were centrifuged at 14000 × g for 15 min at 4 °C and the supernatants were transferred to new tubes. BCA assay was performed to quantify the concentration of protein. After dilution, samples were aliquoted, mixed with LDS sample buffer, and denatured. Ten milligrams of total protein was loaded to run a 10% Bis-Tris protein gel in MOPS SDS running buffer and then transferred to a 0.2 μm PVDF membrane. The membrane was blocked with 5% milk/TBS-T for 30 min at room temperature and incubated with diluted anti-ISL1 (1:1000) or anti-β-actin (1:5000) antibody in blocking buffer overnight at 4 °C. The membrane was washed with TBS-T 10 min three times and then incubated in diluted horseradish peroxidase-conjugated secondary antibody (1:10,000) for 1 h at room temperature. After washing with TBS-T, the membrane was treated with ECL substrate and imaged using ChemiDoc Imaging Systems (Bio-Rad). Antibodies and chemicals used are listed in Supplementary Data 6. The full scan blot is presented in the Source data file.

### Quantification and statistical analysis

Values are shown as the mean value ± SEM. Continuous data were analyzed using Student’s *t* test. If not stated differently, *p* values or adjusted *p* values (where appropriate) <0.05 were considered statistically significant. Each experiment was repeated independently at least three times. Details on the samples (e.g., number of biological replicates) are indicated in figure legends. Graphs were generated using Prism or R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Info

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The raw data, unfiltered count matrix, and processed count matrix generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE148683. The single-cell RNA-sequencing data from the in vivo cynomolgus embryos^19^ used in this study are available in the GEO database under accession code GSE74767. The single-cell RNA-sequencing data from the in vivo human embryo^37^ used in this study have not been deposited by the authors in a publicly available database yet, but the processed data is available through a web resource [http://www.human-gastrula.net/]. Full-sized scans of western blots and immunofluorescent images are available in the source data file. Source data are provided with this paper.

## Source data

source data

How the deposited data were processed for this re-analysis (not part of the article)

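Single-cell RNA sequencing of cynomolgus embryos cultured to Day 10, Day 12 and Day 14 was analysed in 11 libraries, 6 from 12 wild-type embryos and 5 from 11 ISL1 mutant embryos. A library pooled 1 to 3 embryos, and the mutant was represented at Day 10 by 1 library. In this droplet method each captured transcript receives a unique molecular identifier (UMI), so a count stands for molecules.

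The authors aligned and counted reads with Cell Ranger against the Ensembl annotation of the cynomolgus genome, kept genes seen in at least 3 cells, filtered cells on mitochondrial share and number of genes, and removed ambient RNA with SoupX, for which trophoblast hormone genes in POU5F1-positive cells served as the measure. The deposited corrected values are expected counts: UMI counts per gene and cell from which the authors subtracted an estimate of ambient RNA, in whole numbers and without scaling. The deposited uncorrected values are counts, also without scaling. Both units were checked on the values. The corrected matrix holds 19367 genes and 33330 cells, and the uncorrected one 33539 cells, of which 209 are in the uncorrected matrix alone and were left out. The corrected counts were used unless stated otherwise. Between 36654977 and 164808415 UMIs per wild-type library and between 84714888 and 139693603 per mutant library were counted. The median cell held between 24720 and 142180 UMIs in wild-type libraries and between 10916 and 99406 in mutant ones.

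The matrices list genes by Ensembl identifier. Symbols were taken from the paper's supplementary tables, which pair 1023 of the genes, and 9 genes that were to be reported have no pair there (ETS1, FOXF1, GATA6, PDGFRA, PODXL, SMAD6, SMAD7, SMAD9 and SOX2). Of the members of the ISL1 regulon 125 of 481 have an identifier, and no regulon reached 80% of its members, so none was tested as a set, and regulon activity, gene ontology, pseudotime and protein interactions were not analysed here. The images and the experiments on human stem cells were not analysed here.

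Since no deposited table gives cell types, cells were clustered with Seurat 5.3.0 (R 4.3.3) along the lines of the paper's methods: reciprocal PCA integration of the libraries of a day with 5000 features and 30 dimensions, UMAP with uwot 0.2.3 (seed 42), a shared nearest neighbour graph on the UMAP embedding and a resolution of 0.8. This was done for all cells of a day and then for the Epi-derived cells, once with wild-type libraries alone and once with wild-type and mutant libraries together. All genes whose levels are reported were left out of the clustering features. Clusters were named from 10 lists of marker genes taken from the paper and its supplement, again without the genes reported. A name needed at least 3 markers of a list to be detected in at least 25% of the cells of the cluster, and the 10 genes that lead each cluster over the others (folds with 25 CPM added) were looked at.

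The lists were fixed before the data were examined, but the rule that turns them into names was not kept. The first version was replaced after the clusters of 1 clustering had been seen, the second after the names in all 6 clusterings, and the third after its numbers of cells per library in each genotype had been seen. The fourth version, used here, was written before any test was run, and the other versions are given as alternatives chosen after seeing the data. The same holds for a UMAP with seed 1. Clusters that the rule kept out of the Epi-derived class held up to 6.84% of the cells of a wild-type library and up to 4.96% of a mutant library. Small numerical differences between computers move single cells between clusters of this kind, so computation was held to a single thread and 1 processor type. A clustering run without these settings was discarded for that reason. Types are written with the ending -like, and the genes that define them are not reported as results.

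UMIs were summed over the cells of a type in each library, and libraries with fewer than 5 cells of the type were left out. Levels are CPM, that is UMIs of a gene scaled to the same total for every sample. Sums were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, two-sided, Benjamini-Hochberg adjustment, false discovery rate 1%). The comparisons were mutant against wild type at Day 14 for each type, Day 10 against Day 12 and Day 14 in wild-type Epi-like cells, each wild-type type against the mean of the other types of its day with the library as a block, meso-1-like against meso-2-like and AM-2-like against AM-1-like cells, and the mutant effect in amnion-like against that in Epi-like cells with the library as a block. The last of these was chosen after the effects in each type had been seen. On simulated data with genes changed by 3 on the log2 scale, the fit recovered 95.2% of the changed genes for Epi-derived, 97.3% for amnion-like, 84.0% for AM-1-like and 50.8% for mesoderm-like cells.

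Shares of cells were compared by exact permutation of the genotype labels within days (108 relabelings over 3 days, two-sided), and carry exact (Clopper-Pearson) 95% binomial intervals computed with scipy 1.17.1. A share of 0 is given the limit that 3 counts set. Intervals and limits cover counting error only, and libraries differed by far more than counting error, with a chi-square per gene between replicates from 125 to 431. Shares of cells with a UMI were computed after thinning each cell to 3000 UMIs, a depth that at least 90% of the cells reach. Some classes were small, such as the 14 Epi-derived cells of 1 Day 12 library.

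The genes named are those the paper names for a single-cell result, apart from 1 that is not reported here, and, for mutant against wild-type amnion-like and mesoderm-like cells, the 5 genes with the largest log2 fold change in each direction among those past the threshold and with every mutant library on the same side of every wild-type library. Of these, ISOC1 is a marker used for naming and LOX and ENSMFAG00000028216 lead AM-2-like clusters, so they are not reported as changes.

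Alternatives set before the data were examined were to keep the named genes for clustering, to take neighbours on the principal components, a resolution of 1.6, to remove doublets marked by Scrublet (scanpy 1.11.5, expected rate 6%), no integration, uncorrected counts, counts thinned to 1 depth, DESeq2 1.42.0, no low-count filter, each library left out, the replicate number as a block, all days in 1 fit, a false discovery rate of 5% and clusters of wild-type and mutant cells together for wild-type results. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots drawn with matplotlib 3.10.9.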

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

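Of the tests in this part, the comparison of the mutant effect between amnion-like and Epi-like cells, the test of HAND1 as a tracer of free RNA and the reading of the BMP4 ratios by their intervals were chosen after the result was seen.

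The paper discusses BMP4 for the amnion, and its plot of BMP4 by type (Fig. 4h) shows epiblast, transition, mesoderm and amnion cells. ExE-Mech-like cells gave a signal outside that discussion at Day 14. They held 19.5% (95% interval 18.3% to 20.7%) of the BMP4 UMIs of cells with a named type in wild-type replicate 1, 81.0% (79.2% to 82.7%) in wild-type replicate 2, 80.6% (79.5% to 81.6%) in mutant replicate 1 and 81.7% (80.5% to 82.7%) in mutant replicate 2. In wild-type replicate 1, Epi-derived cells (43.4%) and trophoblast-like cells (36.5%) held more of them than ExE-Mech-like cells. Amnion-like cells held 9.65% and 6.71% of these UMIs in the wild-type and 4.14% and 3.73% in the mutant libraries. The shares follow the numbers of cells as well as the levels, since ExE-Mech-like cells were far fewer in wild-type replicate 1 than in the other 3 libraries. Free RNA from other cells would give trophoblast-like, endoderm-like and ExE-Mech-like cells of a library like levels. The ratio of the highest to the lowest of these levels was 7.97 (95% interval 5.48 to 12.1) in wild-type replicate 1, 49.5 in wild-type replicate 2, 15.5 in mutant replicate 1 and 22.5 in mutant replicate 2. A ratio above 10 in every library had been set beforehand as the mark against free RNA, and wild-type replicate 1 did not reach it. Since the intervals of all 4 ratios lie well above 1, free RNA alone is nonetheless unlikely to account for the signal. Whether BMP4 acts from ExE-Mech-like cells on the epiblast was not tested, and batches of culture and library cannot be told apart from the libraries themselves.

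The mutant effect on BMP4 differed between 2 cell types. It was lower by 3.41 on the log2 scale in amnion-like than in Epi-like cells, that is -3.41 (standard error 0.43, adjusted p = 0.00312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 8330 genes, 11 of which passed 1%). BMP4 was lower in both mutant libraries in amnion-like cells and, before cells were thinned, higher in both in Epi-like cells. On the amnion side, the fold change was -0.92 in AM-1-like cells taken alone, so it remained with the mutant AM-2-like cells left out. The wild-type AM-1-like group also holds cells with GABRP, however, so subtype and genotype cannot be told apart there. In all amnion-like cells the fold change was -0.80 with every cell thinned to 1 depth, which argues against the lower depth of the mutant libraries. On uncorrected counts it was -0.91, which argues against the removal of ambient RNA. None of these 3 changes passed the threshold by itself. On the Epi side, thinning left 2 and 1 UMIs of BMP4 in the wild-type and 4 and 3 UMIs in the mutant libraries. At 3.45 and 15.2 CPM against 7.84 and 28.6 CPM the genotypes overlapped, and so few UMIs cannot test depth as a cause there. Free RNA from ExE-Mech-like or amnion-like cells would bring HAND1 with it into Epi-like cells. The HAND1 found in mutant Epi-like cells allows at most 37.5% of their BMP4, in mutant replicate 2 with ExE-Mech-like cells as the source, and 15.3% in mutant replicate 1. The rise in Epi-like cells rests on 34 and 4 UMIs in the wild type and was 0.77 under version 3 of the naming rule, so cells placed in another cluster remain a possible explanation for part of it. ISL1 itself stood at a mean of 2.17 CPM in wild-type Epi-like cells, against 165 CPM in amnion-like cells. A direct effect of its loss within Epi-like cells therefore has little to rest on. That the mutant effect on BMP4 differs between these types is a hypothesis that was not tested apart from these libraries.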

How the results depend on the processing

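Versions 1 to 3 of the naming rule and UMAP seed 1 were chosen after seeing the data, and the other alternatives before the data were examined.

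The Epi-derived share kept its direction under all 20 alternatives (-7.55 to -2.11 percentage points over 3 days; -5.77 to -2.11 with a library left out), and at Day 14 under all 14 (-14.4 to -5.08). With the replicate number as a block it was -3.72 points (exact permutation p = 0.438, 5 pairs, smallest p 0.0625). Libraries of a number share little beyond it, since at Day 14 the correlation over genes between the wild-type and the mutant deviation was 0.00599 in Epi-derived and 0.0859 in trophoblast-like cells. BMP4 in amnion-like cells stayed lower and short of the threshold under all 19 alternatives (-1.06 to -0.53), and in AM-1-like cells under all 17 (-1.20 to -0.47).

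The mesoderm-like share at Day 14 (-23.8 points) stayed lower in all 14 alternatives, at -29.6 with the named genes kept, -28.5 with neighbours on principal components, -14.3 at resolution 1.6, -14.3 without integration, -28.7 and -11.9 under versions 1 and 2 of the naming rule, -29.0 with UMAP seed 1, and -25.7 to -21.8 with a library left out. The amnion-like share (35.1 points) was 16.2 and 18.3 under versions 2 and 3 of the naming rule and 26.5 to 43.6 with a library left out. The cause of these changes was not tested.

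Against 56 genes in mutant amnion-like cells, 21 passed with the named genes kept, 2 with neighbours on principal components, 31 at resolution 1.6, 25 without integration, 23 on uncorrected counts, 4, 1 and 5 under versions 1, 2 and 3 of the naming rule, 25 with UMAP seed 1, 4 on thinned counts, 134 with DESeq2, 523 with no filter, 182 with the replicate block, 15 with all days fitted together, 263 at 5% and 156 to 607 with a library left out. Against 0 genes in mesoderm-like cells, 4 passed with neighbours on principal components, 21 at resolution 1.6, 51 without integration, 4 under version 3 of the naming rule, 13 on thinned counts, 5 with DESeq2, 72 with no filter and 4 at 5%. Against 1 gene in AM-1-like cells, 2 passed at resolution 1.6, 2 without integration, 0 under version 1 of the naming rule, 0 on thinned counts, 12 with DESeq2, 92 with no filter, 39 with the replicate block and 2 to 141 with a library left out. Against 50 genes in wild-type Epi-like cells, 0 passed without integration, 78 with clusters of both genotypes together, 157 with DESeq2, 480 with no filter, 189 at 5% and 0 to 91 with a library left out. Against 293 genes between meso-1-like and meso-2-like cells, 30 passed with DESeq2 and 1 without the replicate block. A rate of 5% passes more genes by construction. For the other changes the cause was not tested.

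Against 0 of the mesoderm markers in Epi-derived cells, 1 passed on thinned counts, 1 with DESeq2, 5 with no filter, 4 with the replicate block, 2 at 5% and 0 to 2 with a library left out. Of the BMP response genes, 1 (ID3, lower in the mutant) passed with no filter and 1 (MSX2, higher in the mutant) without wild-type replicate 2. BMP4 in Epi-like cells (2.42) passed with no filter (2.29) and with the replicate block (2.09), and lay between 1.64 and 2.81 with a library left out. In ExE-Mech-like cells its change of 0.16 reversed without wild-type replicate 1 (-0.26) and mutant replicate 2 (-0.04), within -0.26 to 0.72. The cause was not tested.

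Single genes were recomputed 500 times over 53 results. The direction and side of the threshold held in 431, the gene gained its call in 27 and lost it in 19, and the direction reversed in 23. In Epi-like cells without integration, ID1 was 0.78, ID2 0.97, ID3 1.04, BAMBI 0.26 and MSX2 1.71. With a library left out, ID1 lay between -1.75 and 0.90, ID2 between -1.92 and 1.38, ID3 between -2.18 and 0.86, ID4 between -0.65 and 1.08, BAMBI between -0.54 and 0.57 and MSX2 between -2.43 and 3.05. The reversals came without wild-type replicate 2 (0.90, 1.38, 0.86, 0.57 and 3.05 for ID1, ID2, ID3, BAMBI and MSX2), without mutant replicate 1 (0.32 for BAMBI and 0.66 for MSX2) and for ID4 without wild-type replicate 1 (-0.57) and mutant replicate 2 (-0.65). On thinned counts BAMBI was 0.0531 and MSX2 0.0453. BAMBI was 0.0099 under version 3 of the naming rule and MSX2 0.11 with the replicate block. In amnion-like cells with a library left out, ISL1 lay between -0.0081 and 0.39, WNT6 between -0.0375 and 1.44 and GABRP between -0.0631 and 3.62. They reversed without wild-type replicate 1 for ISL1, without wild-type replicate 2 for WNT6 (-0.02) and GABRP, and without mutant replicate 2 for WNT6. In clusters of both genotypes together MESP1 was -3.50 in wild-type amnion-like cells at Day 14. None of these reversed changes had passed the threshold apart from MESP1, and the cause was not tested.

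Several alternatives could not be fitted. With 1 mutant library of mesoderm-like cells, no library could be left out and no block used there. AM-2-like cells could not be compared between genotypes in the clusters used, nor with AM-1-like cells within libraries. In alternatives that placed wild-type cells in this class, 2 genes passed with neighbours on principal components, 57 at resolution 1.6, and 448 and 40 under versions 1 and 2 of the naming rule, the last 3 with 1 wild-type library. The meso-1-like and meso-2-like comparison had no value with the named genes kept, with neighbours on principal components, at resolution 1.6, with doublets removed and without integration. WNT6 in mutant amnion-like cells had no value on thinned counts, and tests of regulons and of the BMP response as sets were void. The fit recovered 50.8% of simulated changes in mesoderm-like cells, with few cells and 1 mutant library, and 84.0% in AM-1-like cells, with 2 libraries of each genotype. Depth and the missing library were not told apart.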

Differences from the paper's values

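The paper tested single cells, while libraries were compared here. It reports 251 genes as lower in mutant mesoderm (the paper's value), and edgeR called 0 genes lower here, with 560 of all genes at an unadjusted p under 0.05 and 5 genes called in either direction by DESeq2. The 2 values differ under all 11 alternatives set before the data were examined that could be run, with most genes, 21, lower without the low-count filter. For the amnion the paper's value is 184 lower genes, against 6 here. Only these numbers were compared, not which genes they count. Leaving out the low-count filter called 523 genes over both directions, against 56. The 2 numbers of lower genes come close in that setting (166 genes) and without wild-type replicate 1, which leaves 1 wild-type library. They differ under the other 14 alternatives set before the data were examined, from 0 genes with neighbours on principal components or thinned counts to 62 genes at a false discovery rate of 5%.

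The paper gives BMP4 and WNT6 as lower in mutant amnion. BMP4 was lower in both mutant libraries here, but did not pass 1% in amnion-like cells (edgeR or DESeq2 adjusted p from 0.0466 to 0.581 over the 19 alternatives) or in AM-1-like cells under any alternative. It passed 5% in amnion-like cells without wild-type replicate 2. WNT6 was not lower, with a log2 fold change of 0.47, and it fell below 0 in 2 cases, without wild-type replicate 2 (-0.02) and without mutant replicate 2 (-0.04). The paper's test uses residuals meant to reduce effects of depth. Its supplement also lists mean UMIs per cell, without such a correction, and gives 2.06 UMIs of WNT6 per wild-type and 0.515 per mutant cell, and 1.65 and 0.741 were found here, so on this scale WNT6 was lower here too. This rests on single libraries, since without wild-type replicate 1 the wild-type mean was 0.524, below the mutant mean, and without mutant replicate 1 the mutant mean was 1.56. For AM-2 the paper reports lower BMP4 in the mutant as well, which could not be compared here in the joint clusters, as no wild-type cell was AM-2-like there. In the 4 alternatives with wild-type AM-2-like cells, BMP4 was lower without passing 1%, with log2 fold changes of -1.02 at resolution 1.6, -1.01 with neighbours on principal components, and -0.96 and -0.75 under the first and second naming rules, both chosen after seeing the data.

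The paper describes a population of meso-1 cells at Day 14. Clusters of wild-type cells alone did not yield it, except with the named genes kept for clustering (71 and 22 cells) and under the second naming rule (81 and 16 cells, chosen after seeing the data), while clusters of both genotypes together did. It places amnion cells with ISL1 and WNT6 at Day 10, where no cluster of wild-type cells alone was amnion-like (3 and 8 wild-type cells were in clusters of both genotypes together, with WNT6 and ISL1 above the mean of the other types in the library with 8) and ISL1 stood highest in endoderm-like cells, at 11.0 and 11.8 CPM. In clusters of wild-type cells alone at Day 14, an unnamed Epi-derived cluster held 259 and 71.9 CPM of MIXL1. No meso-1-like cluster formed there, so whether these cells lie outside mesoderm cannot be told. The paper limits TBXT, MESP1 and MIXL1 to embryonic mesoderm at Day 14, while endoderm-like cells here had 44.5 and 43.3 CPM of MIXL1. It gives AM-1 as higher in DPPA5, KHDC3L, HOXB6 and CDX2, which were higher there in the samples but did not pass the threshold. Higher levels of CDX1, CDX2 and CDX4 in meso-1 lost their call when the library was not taken as a block, and those of CDX2 and CDX4 also with DESeq2. The paper reports fewer cells with the mesoderm markers in the mutant. Shares of cells with a UMI, after thinning, were lower in both mutant libraries here too for 4 of the 5 markers, all but EOMES. Tested over summed UMIs without a block, the markers were not called over all genes. Leaving out the low-count filter called all 5 of them, the replicate block 4, and DESeq2 and thinned counts MESP1 alone, while MESP1 and CDX2 were called without wild-type replicate 1 and MESP1 without wild-type replicate 2.

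The paper gives naive genes as significantly lower over pseudotime and primed genes as strongly higher. DNMT3L (adjusted p = 0.0142) and DPP4 (0.0222) among the naive genes, and CD24, SFRP1 and USP44 among the primed genes, did not pass 1% with edgeR over all genes, and the first 2 passed 5%. Without the low-count filter DNMT3L, DPP4, CD24 and SFRP1 passed 1%, and with DESeq2 DNMT3L, DPP4 and CD24 did. DNMT3L also passed in clusters of both genotypes together and without Day 10 replicate 1, Day 12 replicate 1 or Day 12 replicate 2.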

Other observations

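Of the tests in this part, those on the clusters kept out of the Epi-derived class, on Day 12 and on LUM were chosen after the result was seen.

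The lower share of cells with a UMI of a mesoderm marker in the mutant could come from the lower depth of its libraries. After every cell was thinned to 3000 UMIs, both mutant libraries stayed below both wild-type libraries for 4 of the 5 markers, all but EOMES, which argues against depth as the whole cause. Over the summed thinned UMIs of Epi-derived cells, MESP1 differed by -4.89 on the log2 scale in the mutant. A loss of these cells for reasons of culture in single libraries remains open, with 2 libraries of each genotype.

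The lower Epi-derived share of the mutant at Day 14 might reflect clusters that the naming rule kept out. With these clusters counted in, the share was 8.74% and 3.94% in the mutant and 20.0% and 10.9% in the wild type, so both mutant libraries stayed below both wild-type libraries. The mutant library of 3 embryos then lay within 1.5 times of the lower wild-type library. How evenly cells of the lineages survive dissociation was not tested.

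Mesoderm-like cells could have formed in the mutant and been lost between Day 12 and Day 14. They were already at most 3.12% of the Epi-derived cells in a mutant Day 12 library (1.46% in the other), against 20.7% in the wild-type Day 12 library with more than 100 such cells. The other wild-type Day 12 library had 14 Epi-derived cells, none of them named, so the wild-type level of Day 12 rests on 1 library. Mesoderm-like cells at Day 10 were 4.80% in the only mutant library, against 14.5% and 11.2% in the wild-type ones. The wild-type level of Day 10 moved with the clustering, from 24 and 26 cells to 18 and 7 in clusters of wild-type cells alone. The paper identifies embryonic mesoderm clusters at Day 14 and holds the mesodermal cells of Day 10 to be likely extraembryonic. The shares of Day 10 and Day 12 may thus count another cell type. They cannot decide whether embryonic mesoderm formed in the mutant and was lost.

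Less BMP4 from the amnion would be expected to lower BMP response genes in the epiblast. Of 10 such genes set before the data were examined, 7 have an identifier, under the share needed to test them as a set, and 6 entered the test in Epi-like cells. ID1 (-0.95), ID2 (-0.75) and ID3 (-1.31) were lower in the mutant, ID4 (0.18) was higher, and BAMBI (-0.02) and MSX2 (-0.16) hardly moved (log2 fold changes). edgeR called 0 of them at 1%, over all genes and adjusted over the list alone, and none had an unadjusted p under 0.05. The changes of these genes reversed when single libraries were left out, with ID1 at 0.90, ID3 at 0.86 and MSX2 at 3.05 (past 1%, higher in the mutant) without wild-type replicate 2. A lower response and no change cannot be told apart with these libraries.

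LUM, which the paper names in ExE-Mech and endoderm, rose in mutant amnion-like cells. ExE-Mech-like cells or their RNA among the amnion-like cells may be a source. LUM stood there at 10.6% and 6.23% of its ExE-Mech-like level in the 2 mutant libraries. Of 7 ExE-Mech markers, 3 stood at no less than that share divided by 3 in both libraries (COL1A1, COL6A2 and HAND2), and the most abundant one, COL3A1, at 1.43% and 2.64%. No marker stayed below that level in both libraries. In amnion-like cells COL1A1, COL6A2, COL3A1, CCDC80, HGF and POSTN were higher in both mutant than in both wild-type libraries, while HAND2 overlapped. COL1A1 stood at 8.24 and 16.8 CPM in the wild type and at 197 and 125 CPM in the mutant. This joint rise is what an admixture would give. A change in amnion-like cells and an admixture of ExE-Mech cells or RNA still cannot be told apart, since the shares of the markers go both ways.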
